# Interdependence of Pasha and Drosha for localization and function of the Microprocessor in *C. elegans*

**DOI:** 10.1038/s41467-025-60721-5

**Published:** 2025-07-01

**Authors:** Thiago L. Knittel, Brooke E. Montgomery, Kailee J. Reed, Madeleine C. Chong, Ida J. Isolehto, Erin R. Cafferty, Margaret J. Smith, Reese A. Sprister, Colin N. Magelky, Hataichanok Scherman, René F. Ketting, Taiowa A. Montgomery

**Keywords:** RNAi, Gene regulation, Development

## Abstract

Primary microRNA (pri-miRNA) transcripts are processed by the Microprocessor, containing the ribonuclease Drosha and its RNA-binding partner DGCR8/Pasha. In a forward genetic screen utilizing a fluorescence-based sensor that monitors pri-miRNA processing in live *Caenorhabditis elegans*, we identify a mutation in the conserved G179 residue adjacent to the namesake W180 of Pasha’s WW domain that disrupts pri-miRNA processing. We show that both the G179 and W180 residues are required for Pasha dimerization and Microprocessor assembly. The WW domain also facilitates nuclear localization of Pasha, likely through its role in Microprocessor assembly, which in turn promotes nuclear enrichment of Drosha. Furthermore, depletion of Pasha mislocalizes Drosha to the cytoplasm, and vice versa, while deletion of Pasha’s N-terminus causes both proteins to accumulate in nucleoli. Our results reveal a mutual dependency between Pasha and Drosha for their localization in *C. elegans* and highlight the role of Pasha’s WW domain in maintaining Microprocessor integrity.

## Abstract (web summary)

The Microprocessor executes the first step in microRNA biogenesis. Here, the authors identify a protein motif in DGCR8/Pasha that is essential for proper Microprocessor assembly, which in turn regulates its subcellular localization.

## Introduction

miRNAs are implicated in nearly every biological process and their dysregulation commonly leads to developmental abnormalities and disease^1^. miRNA biogenesis involves two sequential RNA cleavage steps^2^. The first cleavage event occurs within the nucleus where the Microprocessor complex excises the miRNA hairpin from the pri-miRNA transcript to form the pre-miRNA^3–8^. Following transport to the cytoplasm, Dicer removes the terminal loop from the pre-miRNA hairpin to free the miRNA duplex, marking the second cleavage event^9–12^. The miRNA duplex then binds an Argonaute protein, which eliminates one strand and retains the other to serve as a guide for sequence-specific mRNA silencing^9,13^.

The Microprocessor, comprising two core proteins, the RNA-binding protein DGCR8/Pasha and the ribonuclease Drosha, identifies pri-miRNA transcripts and initiates miRNA biogenesis^3–5^. Drosha binds at the base of the hairpin, cleaving it to release it from the primary transcript^3,14^. DGCR8/Pasha forms a dimer at the top of the miRNA hairpin, playing a critical, albeit indirect, role in cleavage of the hairpin^6,14^. The precise function of DGCR8/Pasha remains somewhat uncertain. A short peptide of human DGCR8, containing its DROSHA interaction domain, is sufficient to enable the cleavage of specific miRNA hairpins when complexed with DROSHA. However, longer fragments of DGCR8 containing the double-stranded RNA (dsRNA) binding domains lead to more effective miRNA processing^14^. Consequently, it is probable that DGCR8/Pasha functions both in dsRNA binding, thereby stabilizing the Microprocessor-pri-miRNA complex, and in ensuring proper folding and orientation of Drosha. Dimerization of DGCR8 is also important for accurate processing of pri-miRNA transcripts, underscoring its role in correctly positioning Drosha on the miRNA hairpin^14^. In *C. elegans*, but seemingly not in humans, PASH-1, the *C. elegans* ortholog of DGCR8/Pasha, also serves as a ruler to guide Drosha/DRSH-1 cleavage at the correct position relative to the top of the hairpin^15^.

In this work, we developed a reporter system for pri-miRNA processing in *C. elegans*, a genetically tractable whole-animal model, to explore the first step in miRNA biogenesis in vivo. This system comprises a fluorescent sensor that faithfully reflects the cleavage of a pri-miRNA transcript in *C. elegans*. Utilizing the sensor in a forward genetic screen, we identified a mutation in the G179 residue of the WW domain of PASH-1, a region embedded within the RHED domain important for heme binding and protein dimerization^16–18^. Intriguingly, animals with this mutation, or with an engineered mutation in the adjacent namesake W180 residue of the WW domain, are viable despite modest but widespread reductions in miRNA levels. PASH-1 dimerization and Microprocessor integrity is impaired in WW domain mutants, which likely underlie the strong reduction in nuclear enrichment of both PASH-1 and DRSH-1 in these mutants. Knockdown of *pash-1* via RNA interference (RNAi) also disrupts DRSH-1’s nuclear enrichment, while *drsh-1* knockdown leads to a reduction in PASH-1’s nuclear localization. Thus, correct assembly of the Microprocessor is important for nuclear import or retention of both PASH-1 and DRSH-1. Furthermore, our findings reveal that while a reduction in the nuclear localization of the Microprocessor is tolerable, nuclear exclusion of the Microprocessor results in embryonic or early larval arrest, underscoring a critical role for nuclear activity of the Microprocessor in development.

## Results

### A sensor for primary miRNA processing in *C. elegans*

We developed a sensor for pri-miRNA recognition and processing in live *C. elegans* that can be monitored on growth media without the need for mounting or immobilization. The sensor contains the hairpin and regulatory sequences of miR-58/bantam^19^ fused to mCherry coding sequence, expressed under the ubiquitin, *ubl-1*, promoter and integrated into the genome as a single-copy transgene (Fig. 1a)^20^. When the miR-58 hairpin is cleaved by the Microprocessor, the mCherry mRNA is detached from the *mir-58* 3’ regulatory elements, which presumably leads to its degradation since Microprocessor cleavage of exonic hairpins leads to mRNA destabilization^21^. Thus, we predicted that the sensor would produce elevated levels of mCherry if pri-miRNA recognition or processing was impaired. Indeed, mCherry was weakly expressed on vector control RNAi treatment but was strongly expressed on *pash-1* RNAi (Fig. 1b). In contrast, a control strain with *ubl-1* 3’ UTR sequence in place of pri-miR-58 sequence displayed similar mCherry expression on control or *pash-1* RNAi (Fig. 1b).

**Fig. 1:**
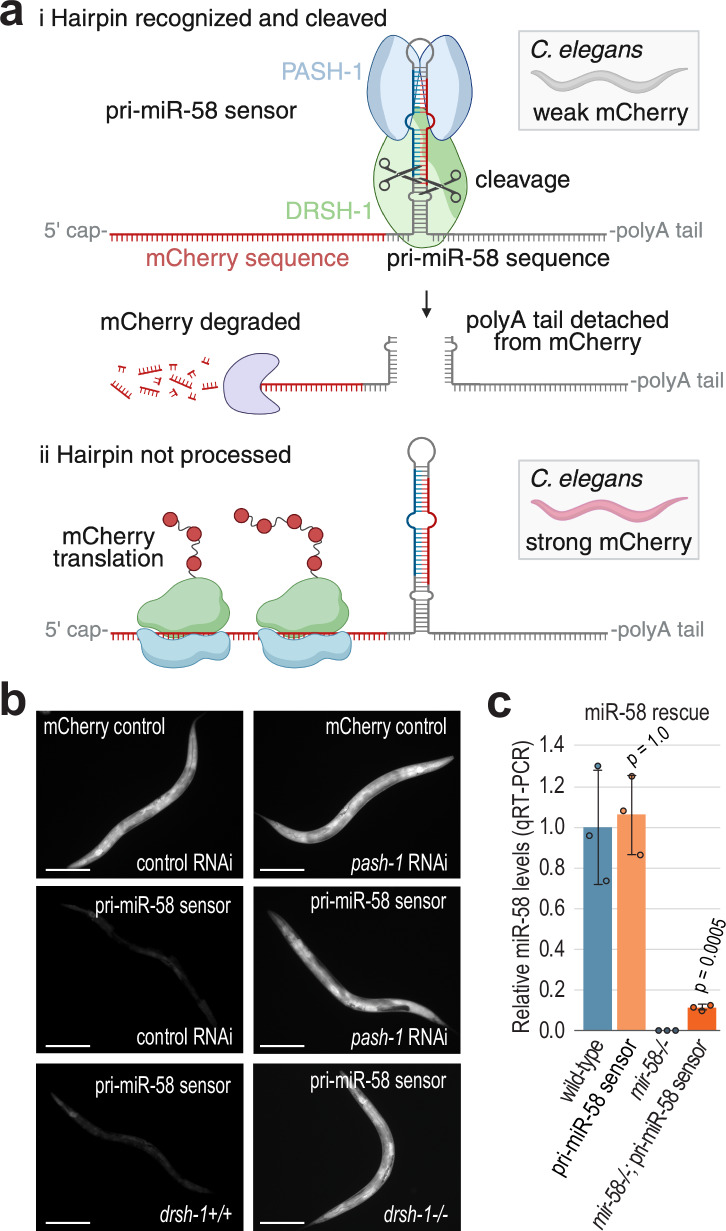
A sensor for pri-miRNA recognition and processing in *C. elegans.* **a** pri-miR-58 sensor design. (i) In the presence of a functional pri-miRNA biogenesis pathway, the miR-58 hairpin is cleaved from the mCherry mRNA by the Microprocessor leading to the degradation of mCherry. (ii) If the sensor is not recognized and processed, mCherry is expressed. Created in BioRender. Montgomery, T. (2025) https://BioRender.com/e89g547. **b** mCherry fluorescence in animals containing the pri-miR-58 sensor or a control construct lacking pri-miR-58 sequence (mCherry control). Animals were treated with either control (empty L4440 vector) or *pash-1* RNAi or were segregants for wild-type *drsh-1* or the *drsh-1* deletion allele *drsh-1(ok369)*. Scale bars = 0.1 mm. At least three representative individuals were imaged for each condition. **c** Relative levels of mature miR-58 normalized to let-7 in the various strains indicated as determined by TaqMan qRT-PCR. Error bars are standard deviation (SD) from the mean. *n* = 3 biological replicates. Two-tailed, two-sample Student’s t-tests were used to calculate *p*-values for comparisons to wild-type. A Bonferroni correction for three comparisons was applied. Source data are provided as a Source Data file.

*pash-1* and *drsh-1* are both essential but first-generation mutants are viable^5^. Thus, we introduced the sensor into *drsh-1* mutants, homozygosed the sensor, and then imaged animals segregating *drsh-1* + */+* and *drsh-1−/−* in the first generation of homozygosity in which *drsh-1*-deficient animals are still healthy. The sensor was strongly desilenced in *drsh-1−/−* mutants relative to *drsh-1* + */+* animals (Fig. 1b). Therefore, the sensor is responsive to loss of either *pash-1* or *drsh-1*, the core components of the Microprocessor. The sensor restored miR-58 levels in *mir-58*−/− mutants to ~11% of wild-type levels but had a negligible impact on miR-58 levels in *mir-58* + /+ animals, indicating that the miR-58 hairpin is further processed into mature miR-58 following Microprocessor cleavage, albeit at much lower levels than the endogenous miR-58 gene (Fig. 1c). The sensor has the advantage over other sensors^22^ in that it reports on pri-miRNA processing in whole, live animals and can be scored on a standard stereo microscope.

In a proof-of-principle forward genetic screen for cis-acting mutations that disrupt sensor processing, we identified a mutation within the miRNA duplex region of the hairpin (Supplementary Fig. 1a). This mutation caused a modest increase in mCherry expression, which we confirmed by introducing it into non-mutagenized animals using site-directed mutagenesis (Supplementary Fig. 1b). The mutation converts a G-C base pair to a G-U base pair adjacent to the internal loop, likely expanding the loop and interfering with Microprocessor recognition or processing. That this subtle perturbation disrupts processing of the sensor highlights its sensitivity in accurately reflecting the recognition and cleavage of the miR-58 hairpin by the Microprocessor machinery.

### PASH-1’s WW domain aids pri-miRNA processing

We then did a forward genetic screen for trans-acting mutations that desilenced the pri-miR-58 sensor. From a non-exhaustive screen of ~40,000 haploid genomes, we selected 72 candidates representing at least 20 independent lines that desilenced mCherry. Of these, only 17 were fertile over multiple generations. Among the fertile lines, 38a displayed the most robust increase in mCherry expression (Fig. 2a, b). We subjected this line to whole genome sequencing and identified a missense mutation in *pash-1* (Fig. 2c). We backcrossed the line to the original non-mutated strain and confirmed that mCherry desilencing tracked with the *pash-1* allele, indicating that it was likely the causal mutation. We then outcrossed the allele, *pash-1(ram33*[G179R]*)*, to wild-type animals three times to remove the sensor and reduce background mutations.

**Fig. 2:**
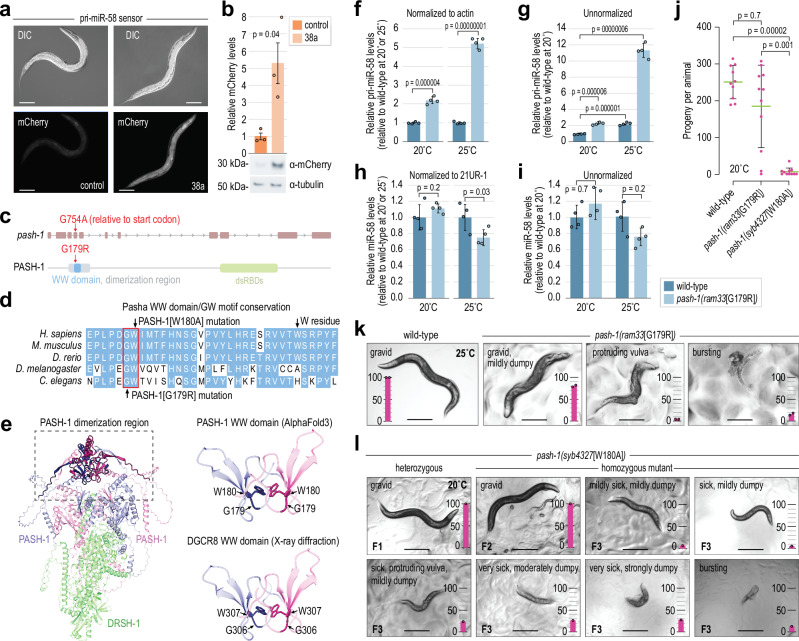
Requirement for PASH-1’s WW domain in pri-miRNA recognition or processing. **a** Representative images of control and 38a mutants containing the pri-miR-58 sensor. Scale bars = 0.1 mm. At least ten embryos per condition were imaged. **b** Quantification of mCherry levels in non-mutant control and 38a mutants by Western blot. One of 3 representative blot images is shown (see Source Data file). Tubulin was used for normalization. Error bars are SD. *n* = 3 biological replicates. A two-tailed, two-sample Student’s t-test was used for statistical analysis. **c** Location of the 38a mutation on *pash-1* DNA and protein. dsRBDs, double-stranded RNA-binding domains. **d** WW domain sequence alignment. **e** AlphaFold3-predicted structure of the *C. elegans* Microprocessor highlighting the WW domain (residues 174–207) and dimerization region (residues 148-266). Human X-ray diffraction-based structure of the DGCR8 WW domain (PDB: 3LE4) is shown for comparison. **f**, **g** Relative endogenous pri-miR-58 levels in wild-type and *pash-1(ram33*[G179R]*)* mutants grown at 20 °C or 25 °C as measured by TaqMan qRT-PCR and normalized to *act-1* (**f**) or unnormalized (**g**). Error bars are SD. *n* = 4 biological replicates. Two-tailed, two-sample Student’s t-tests were used for statistical analysis. A Bonferroni correction for three comparisons was applied in (**g**). **h**, **i** Relative mature miR-58 levels in wild-type and *pash-1(ram33*[G179R]*)* mutants grown at 20 °C or 25 °C as measured by TaqMan qRT-PCR and normalized to 21UR-1 (**h**) or unnormalized (**i**). Error bars are SD. *n* = 4 biological replicates. Two-tailed, two-sample Student’s t-tests were used for statistical analysis. A Bonferroni correction for three comparisons was applied in (**i**). **j** Numbers of progeny produced by animals grown at 20 °C. Error bars are SD. *n* = 10 (wild-type) or 11 (*pash-1(ram33*[G179R]*)* and *pash-1(syb4327*[W180A]*)*) individuals. Two-tailed Mann-Whitney U tests were used for statistical analysis. **k**, **l** Images of wild-type and *pash-1(ram33*[G179R]*)* (**k**) or *pash-1(syb4327*[W180A]*)* (**l**) animals grown at 20 °C or 25 °C as indicated. Bar plots show percentages of animals with the indicated phenotypes (*n* = 100 animals per strain). Images approximate phenotypes scored. Two (**k**) or 1 (**l**) independent experiments were done. Scale bar = 0.3 mm. Source data are provided as a Source Data file.

The *pash-1(ram33*[G179R]*)* mutation changes the glycine (G179) residue within PASH-1’s WW domain to an arginine (R) (Fig. 2c). This residue is adjacent to the first tryptophan residue (W180) of the WW domain which is embedded in the broader RHED domain that binds heme in humans. Notably, the second W residue found in most WW domains is absent in Pasha/PASH-1 in *D. melanogaster* and *C. elegans* (Fig. 2d)^23^. The G179 residue mutated in *pash-1(ram33*[G179R]*)* is highly conserved in DGCR8/Pasha and other WW domain-containing proteins (Fig. 2d)^23^. Additionally, the WW domain shows near-identical structure when comparing an X-ray diffraction model of human DGCR8 with an AlphaFold3-predicted structure of *C. elegans* PASH-1 (Fig. 2e)^17^.

When grown at 20 °C, pri-miR-58 levels were ~2-fold higher in *pash-1(ram33*[G179R]*)* mutants compared to wild-type, as assessed by quantitative real-time PCR (qRT-PCR) (Fig. 2f). At 25 °C, pri-miR-58 levels increased ~5-fold, indicating partial temperature sensitivity of the allele (Fig. 2f). Direct comparison of pri-miR-58 levels between 20 °C and 25 °C was complicated by potential differences in housekeeping gene expression used for normalization. However, without normalization, fold-changes in pri-miR-58 levels between mutants and wild-type were nearly identical to those obtained after normalization to actin, supporting the validity of direct comparisons (Fig. 2g). From this, we observed an ~2-fold increase in pri-miR-58 levels at 25 °C relative to 20 °C, suggesting either increased transcription or reduced processing efficiency at higher temperatures (Fig. 2g). Despite the increase in pri-miR-58 levels, mature miR-58 levels were largely unchanged at 20 °C and were reduced by only ~25% at 25 °C in mutants relative to wild-type when normalized to the unrelated small RNA, 21UR-1 (Fig. 2h). Similar results were obtained without normalization (Fig. 2i). Unlike pri-miR-58, mature miR-58 levels were similar between 20 °C and 25 °C in wild-type animals, suggesting a non-linear relationship between primary and mature miR-58 levels (Fig. 2i). pri-miR-35, pri-miR-51, pri-miR-80, and pri-miR-238 were also all significantly upregulated in *pash-1(ram33*[G179R]*)* mutants at both 20 °C and 25 °C (Supplementary Fig. 2a, b).

### Mutations in PASH-1’s WW domain cause developmental defects

Animals harboring the *pash-1(ram33*[G179R]*)* mutation are viable, and when grown at 20 °C tended to produce nearly as many progeny as wild-type, but with a higher incidence of animals producing very few progeny (Fig. 2j). When grown at 25 °C, *pash-1(ram33*[G179R]*)* mutants consistently produced fewer progeny than wild-type and ~50% were sterile (Supplementary Fig. 2c). Nevertheless, even at 25 °C, most animals appeared remarkably normal aside from a slight squatty (i.e., dumpy) phenotype, although some had protruding vulvas or extrusion of their guts through their vulvas (i.e., bursting), which are phenotypes common to *C. elegans* miRNA mutants (Fig. 2k)^9^.

Attempts to recover mutations in the WW domain of Pasha in flies have failed, likely due to lethality^24^. Thus, we were surprised to find that G179R mutants appeared relatively healthy. It is possible that the mutation only partially impairs the WW domain’s function. Therefore, to determine if the WW domain is essential for development, we mutated the W180 residue to alanine (A) using CRISPR-Cas9 genome editing (Fig. 2d)^25–28^. The pri-miR-58 sensor was desilenced when introduced into this mutant, demonstrating that the W180 residue is required for efficient pri-miRNA processing (Supplementary Fig. 2d). Unlike G179R mutants, W180A mutants were nearly sterile at 20 °C and completely sterile at 25 °C (Fig. 2j and Supplementary Fig. 2c). W180A mutants also displayed a spectrum of severe developmental defects, including dumpy, protruding vulva, and bursting phenotypes (Fig. 2l). These defects were absent in the first generation of homozygosity of the W180A mutation (F2), suggesting that a maternal contribution of wild-type PASH-1 or processed miRNAs supports normal development (Fig. 2l). Thus, while W180 is not critical for viability, it is essential for normal development.

Although the W residue mutated here is a defining feature of WW domains, we investigated whether the G179 and W180 residues, collectively referred to as the GW motif, have additive functions by generating a strain with both mutations (GW-mut). These double mutants produced significantly fewer progeny than either single mutant (Supplementary Fig. 2e; mutations were made in the *pash-1::GFP* background described below). This suggests that G179 and W180 contribute additively to the WW domain’s function.

### Widespread loss of miRNAs in PASH-1 WW domain mutants

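Small RNA libraries came from wild-type adults and from adults with the G179R substitution in PASH-1. There were 3 libraries per strain from animals grown at 20 °C for 72 h and 4 per strain from animals grown at 25 °C for 54 h. The authors trimmed and filtered the reads with fastp, aligned them to the C. elegans genome (WS279) with bowtie and assigned them to features with tinyRNA. They deposited rpm values, which are read counts scaled to the size of each library, in a table per temperature. Both tables list the same 23869 features, including 450 miRNAs, 450 iso-miRs and 261 pre-miRNAs. The step between neighboring low values, which is what 1 read is worth, was 0.043 to 0.061 rpm. The depth estimated from this step was 16500000 to 22100000 reads in wild-type (median 20400000) and 18900000 to 22000000 in mutants (median 19000000) at 20 °C. At 25 °C it was 21200000 to 23500000 reads in wild-type (median 22550000) and 18800000 to 21500000 in mutants (median 20100000). For tests of single features, rpm was rescaled within each table by median-of-ratios size factors, which are ratios to the geometric mean of each feature over the libraries. The strains were then compared with limma on log2(rescaled rpm + 0.1), a scale on which fold changes of features near 0.1 rpm are understated. Features of all classes with a mean of at least 1 rpm were tested, 7034 at 20 °C and 7070 at 25 °C, with Benjamini-Hochberg adjustment over all of them. The rescaling moved the log2 fold changes between strains by -0.36 at 20 °C and by -0.57 at 25 °C relative to the rpm values as deposited, so it bears on every count of up- and downregulated features. Class totals were summed from the deposited rpm and compared by two-sided exact permutation tests. These cannot give a p-value below 0.1 with 3 libraries against 3, or below 0.029 with 4 against 4.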

To globally assess the impact of the *pash-1(ram33*[G179R]*)* mutation on mature miRNA levels, we subjected wild-type and mutant adults grown at 20 °C and 25 °C to small RNA high-throughput sequencing (sRNA-seq). 

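Of 233 miRNAs tested at 20 °C, 123 were downregulated and 25 upregulated in pash-1(ram33[G179R]) mutants at an adjusted p-value under 0.05, and 85 passed in neither direction. Their median log2 fold change was -0.43, and 168 of the 233 were negative. The smallest decrease past the threshold was 1.22-fold, for miR-59-3p (log2 fold change -0.29, standard error 0.0889, adjusted p = 4.70e-02). The largest was 13.3-fold, for miR-800-3p. Its hairpin lies on chromosome X from 380919 to 380991 (WBcel235 annotation), outside introns of protein-coding genes. It fell from 7.92 ± 0.881 to 0.525 ± 0.225 rescaled rpm (SD, n = 3 libraries each), a log2 fold change of -3.74 (standard error 0.282, adjusted p = 8.91e-13). The next decreases in size were those of miR-5551-5p (log2 fold change -3.40), miR-5594-3p (-3.24), miR-2210-3p (-3.24) and miR-1830-3p (-3.19), each with no overlap between mutant and wild-type libraries. Among the abundant miRNAs, miR-35-3p fell from 86215 ± 6897 to 38740 ± 3369 rescaled rpm, a log2 fold change of -1.15 (standard error 0.0852, adjusted p = 5.90e-13). The mir-35 hairpin is on chromosome II from 11537608 to 11537704, opposite in strand to the intron of Y62F5A.9 that holds it. miR-51-5p (log2 fold change -1.38), miR-238-3p (-0.79), miR-71-5p (-0.72) and miR-80-3p (-0.36) also passed the threshold. miR-1-3p (log2 fold change -0.31, adjusted p = 6.03e-02), let-7-5p (-0.05, adjusted p = 0.805) and miR-58a-3p (0.11, adjusted p = 0.507) did not pass it. The log2 fold change of miR-1-3p ranged from -0.45 to -0.17 with each replicate number left out in turn. On the rpm values as deposited, the log2 fold changes of miR-58a-3p (0.48, 45337 ± 4943 to 62916 ± 767.8 rpm) and let-7-5p (0.31) were positive and passed the threshold, and those of miR-1-3p (0.06) and miR-80-3p (0.01) were positive and did not. Without the trend and robust options in the estimate of the variance, 80 miRNAs were downregulated and 11 upregulated. On the rpm values as deposited, 88 were downregulated, all of them among the 123, and 61 were upregulated.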

At 20 °C, most canonical miRNAs were significantly downregulated (1.2-16.5-fold) in mutants relative to wild-type (Fig. 3a; Supplementary Data 1). At 25 °C, miRNA levels were further reduced, although developmental defects at this temperature limit interpretation of individual miRNAs (Fig. 3b; Supplementary Data 1). 

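Of 232 miRNAs tested at 25 °C, 166 were downregulated and 42 upregulated, and the median log2 fold change was -0.90. miR-35-3p fell from 110917 ± 3820 to 26607 ± 3306 rescaled rpm (SD, n = 4 libraries each), a log2 fold change of -2.07 (standard error 0.0712, adjusted p = 5.33e-21). The log2 fold changes of miR-51-5p (-2.33), miR-71-5p (-1.42), miR-238-3p (-0.93), miR-80-3p (-0.67), let-7-5p (-0.57) and miR-1-3p (-0.50) passed the threshold too. The last 4 depend on the scaling. In rpm as deposited, miR-238-3p (-0.34) passed, while miR-80-3p (-0.08), let-7-5p (0.02) and miR-1-3p (0.09) did not. With size factors from CSR-class 22G siRNAs, an alternative chosen after seeing the data, miR-238-3p (-0.05) did not pass, and miR-80-3p (0.21), let-7-5p (0.31) and miR-1-3p (0.38) were positive and passed. Other settings, chosen in advance, moved them the other way, to at lowest -1.03 for miR-80-3p, -0.94 for let-7-5p and -0.86 for miR-1-3p. miR-58a-3p, the miRNA behind the sensor, had the smallest decrease past the threshold (1.13-fold, log2 fold change -0.17, adjusted p = 3.02e-02). Its values were 58807 ± 2057 rescaled rpm in wild-type and 52498 ± 6112 in mutants, with libraries that overlapped. It did not pass without replicate 1, 2 or 3, and its log2 fold change was positive and past the threshold on the rpm values as deposited (0.42) and with size factors from CSR-class 22G siRNAs (0.71). Over the settings chosen in advance, apart from leaving out replicates, its log2 fold change ranged from -0.53 to 0.42. By qRT-PCR the paper found mature miR-58 reduced in mutants at 25 °C. miR-800-3p again had the largest decrease, 38.5-fold, followed by miR-253-5p (log2 fold change -4.53), miR-5594-3p (-4.38), miR-1830-3p (-4.25) and miR-2210-3p (-4.09). The mutant means of miR-800-3p (0.116 rescaled rpm) and miR-253-5p (0.200) were near the 0.1 added before the log. Their fold changes are therefore understated. Whether the effect of the mutation differed between 25 °C and 20 °C was tested over all 14 libraries, for the 227 miRNAs that passed the filter at both temperatures. The effect of the mutation was more negative at 25 °C for 110 of these miRNAs and more positive for 27, and the median difference in log2 fold change was -0.51. Of the 110, 87 had negative log2 fold changes at both temperatures, 21 a positive one at 20 °C and a negative one at 25 °C, and 2 positive ones at both. Of the 27, 16 had positive log2 fold changes at both temperatures, 7 negative ones at both, and 4 a negative one at 20 °C and a positive one at 25 °C. The direction of this comparison depends on the scaling. With the CSR-class size factors, the effect was more negative at 25 °C for 23 miRNAs and more positive for 92. Under that scaling 95 miRNAs were downregulated and 97 upregulated at 25 °C. With each library scaled to its piRNA total, the effect was more negative at 25 °C for 156 miRNAs and more positive for 5. Without replicate 1, the effect was more positive at 25 °C for 14 miRNAs.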

Mirtrons, which bypass Microprocessor processing, were upregulated in mutants at both temperatures (Fig. 3c; Supplementary Data 1)^29,30^. Additionally, the miR-1829 family (4 miRNAs) and miR-42 cluster (2 miRNAs) were upregulated at 20 °C (Fig. 3c; Supplementary Data 1). However, the miR-42 cluster was depleted at 25 °C, while the miR-1829 family was elevated at both temperatures (Supplementary Data 1). miR-1829 family members may be poor Microprocessor substrates due to bulges at their hairpin cleavage sites and large loops in their lower stems (Fig. 3d). 

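Mirtrons were defined from the WBcel235 annotation alone, as hairpins with both ends within 5 nt of the ends of an intron of a protein-coding gene on the same strand. This gave 8 hairpins with 11 annotated arms: mir-62, mir-1019, mir-1020, mir-4816, mir-4920, mir-4924, mir-4926 and mir-4927. At 20 °C, 6 arms were tested. Their log2 fold changes were positive, from 0.40 to 2.51, and 5 passed the threshold (6 when adjusted over the list alone). At 25 °C, all 7 arms tested were upregulated, with log2 fold changes from 1.18 to 2.67 (7 when adjusted over the list alone). miR-62, from an intron of ugt-50 on chromosome X (12692608 to 12692665), rose from 49.9 ± 2.97 to 66.1 ± 5.92 rescaled rpm at 20 °C (SD, n = 3, log2 fold change 0.40, adjusted p = 2.51e-02). At 25 °C it rose from 50.5 ± 6.18 to 114.3 ± 11.0 rescaled rpm (SD, n = 4, log2 fold change 1.18, adjusted p = 1.08e-12). miR-4920, from an intron of sph-1 on chromosome IV (8133417 to 8133472), had the largest change. It rose from 1.57 ± 0.266 to 9.31 ± 0.434 rescaled rpm at 20 °C and from 1.01 ± 0.196 to 6.92 ± 0.913 at 25 °C. miR-1020-3p, from an intron of T16G12.1 on chromosome III (10047746 to 10047815), rose by 0.71 at 20 °C and 1.65 at 25 °C on the log2 scale. The arm that missed the threshold at 20 °C was miR-4816-3p (log2 fold change 0.54, adjusted p = 9.59e-02), from an intron of T09B4.2 on chromosome I (6185080 to 6185144). Both arms of mir-1019, miR-4924 and miR-4927 had means under 1 rpm at both temperatures and were not tested, nor was miR-4926 at 20 °C. The median mirtron arm lay 1.22 above the median miRNA at 20 °C and 2.55 above it at 25 °C on the log2 scale, and the tested arms were positive under each of the scalings tried. At 20 °C, 3 arms passed without replicate 1, and 1 arm passed without the trend and robust options. miR-1018 is not in the set, because its hairpin (chromosome X, 1879458 to 1879513) lies outside annotated introns of protein-coding genes. Its log2 fold change was 1.31 at 20 °C and 1.06 at 25 °C.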

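All 8 arms of mir-1829a, mir-1829b, mir-1829c and mir-4812 were upregulated at 20 °C, with log2 fold changes from 0.90 to 1.51. The hairpins lie on chromosome X (WBcel235), each in an intron on the same strand. mir-1829a is in gas-1 (15588311 to 15588370) and mir-1829b in F20D1.3 (14977119 to 14977178). mir-1829c (15236362 to 15236423) and mir-4812 (15242774 to 15242849) are both in piki-1. miR-1829a-5p, the most abundant arm, rose from 81.0 ± 8.22 to 151.1 ± 15.3 rescaled rpm (SD, n = 3 libraries each, standard error of the log2 fold change 0.109, adjusted p = 9.74e-08). miR-4812-5p rose from 6.30 ± 0.219 to 18.3 ± 2.81 rescaled rpm (log2 fold change 1.51, adjusted p = 5.17e-09). miR-1829b-3p (37.9 rescaled rpm in wild-type and 80.4 in mutants) and miR-1829c-3p (37.9 and 80.1) had nearly the same values, so the locus their reads came from is uncertain. In the miR-42 cluster on chromosome II, miR-42-3p (hairpin from 11889811 to 11889905) rose from 146.3 ± 18.0 to 253.7 ± 42.1 rescaled rpm, a log2 fold change of 0.79 (standard error 0.115, adjusted p = 6.03e-06). The other arm, miR-42-5p, did not differ by more than the spread between libraries (8.09 ± 0.471 and 8.75 ± 0.867 rescaled rpm, log2 fold change 0.11, adjusted p = 0.785). Its log2 fold change on the rpm values as deposited was 0.47, past the threshold. miR-43-3p (hairpin from 11889910 to 11890007) rose from 6.22 ± 1.91 to 11.2 ± 1.37 rescaled rpm, a log2 fold change of 0.88 (standard error 0.196, adjusted p = 2.89e-03). Without the trend and robust options neither miR-42-3p nor miR-43-3p passed the threshold. Without replicate 1, miR-43-3p was at 0.53 and did not pass. miR-44-3p, from the neighboring hairpin (11890023 to 11890118), did not differ by more than the spread between libraries (6264 ± 516.3 and 6081 ± 532.8 rescaled rpm, log2 fold change -0.04, adjusted p = 0.844). On the rpm values as deposited its log2 fold change was 0.32, past the threshold.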

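At 25 °C, miR-42-3p fell from 337.6 ± 27.6 to 177.0 ± 34.2 rescaled rpm (SD, n = 4 libraries each), a log2 fold change of -0.95 (standard error 0.0994, adjusted p = 2.91e-08). miR-43-3p fell from 12.4 ± 1.66 to 9.28 ± 0.683 rescaled rpm, a log2 fold change of -0.40 (standard error 0.122, adjusted p = 4.33e-03). Without replicate 2 it was at -0.30 and did not pass the threshold. The direction of miR-43-3p depends on the scaling, with a log2 fold change of 0.18 on the rpm values as deposited, which did not pass the threshold, and 0.47 with size factors from CSR-class 22G siRNAs, which did. Under the latter, miR-42-3p was at -0.07 and did not pass. With each library scaled to its piRNA total, miR-42-3p (-1.31) and miR-43-3p (-0.76) both passed. miR-42-5p fell from 13.8 ± 1.41 to 3.92 ± 0.645 rescaled rpm (log2 fold change -1.80, adjusted p = 3.51e-12). The effect of the mutation differed between the temperatures by -1.74 for miR-42-3p (standard error 0.167, adjusted p = 4.52e-09) and by -1.28 for miR-43-3p (standard error 0.231, adjusted p = 6.07e-05). The ratio of miR-42-3p to miR-44-3p within a library does not depend on the scaling. On the log2 scale it was 0.83 higher in mutants at 20 °C (exact permutation test, p = 0.1, the smallest possible). At 25 °C the change in this ratio was -0.69 (exact permutation test, p = 0.029, the smallest possible). All 8 arms of the miR-1829 family were upregulated at 25 °C, with log2 fold changes from 0.56 for miR-1829b-3p and miR-1829c-3p to 1.78 for miR-4812-5p. miR-1829a-5p rose from 190.5 ± 10.9 to 533.1 ± 51.5 rescaled rpm (log2 fold change 1.48, standard error 0.0710, adjusted p = 2.91e-17). The 8 arms were positive under each of the scalings tried, and the lowest value was 0.19, with libraries scaled to their piRNA totals.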

If these miRNAs are Microprocessor-independent, their processing mechanism is unclear. Several miRNAs identified by Ahmed et al. were also upregulated and thus may also bypass Microprocessor processing (Fig. 3c; Supplementary Data 1)^31^. Misprocessing of pri-miRNAs in *pash-1(ram33*[G179R]*)* mutants could free downstream resources, such as Dicer or Argonaute, which may be redirected to mirtrons and other Microprocessor-independent miRNAs. Conversely, miRNAs that are less sensitive to the G179R mutation but still dependent on the Microprocessor could be upregulated due to reduced competition with other pri-miRNAs.

**Fig. 3:**
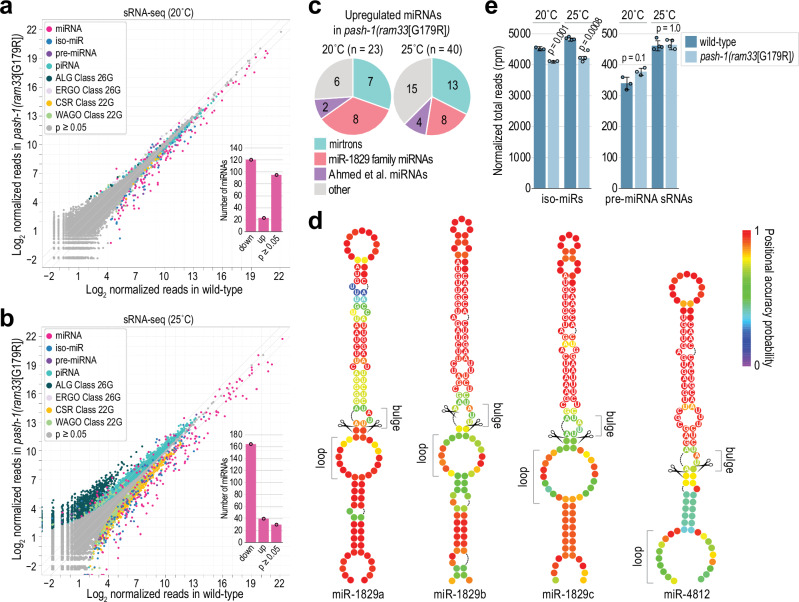
Widespread reduction in canonical miRNA levels in *pash-1(ram33*[G179R]*)* mutants. **a**, **b** Log_2_ average geometric-mean normalized sRNA-seq read counts in wild-type (x-axis) and *pash-1(ram33*[G179R]*)* (y-axis) animals grown at 20 °C (**a**) or 25 °C (**b**). Small RNA features are represented by data points colored by their classification. Diagonal lines show 0-, 2-, and -2-fold enrichments. The Wald test was used for statistical analysis. The inset bar plots show the numbers of miRNAs represented by >20 geometric mean-normalized reads significantly down or upregulated (*p* < 0.05) or unchanged (*p* ≥ 0.05) in *pash-1(ram33*[G179R]*)* relative to wild-type (no fold-change cutoff was applied). *n* = 3 (**a**) or 4 (**b**) biological replicates per strain. **c** Classification of miRNAs upregulated (*p* < 0.05) in *pash-1(ram33*[G179R]*)* relative to wild-type animals grown at either 20 °C or 25 °C, as indicated, based on data in (**a**) and (**b**). **d** Secondary structure predictions of miR-1829 family miRNA hairpins. Nucleotide sequences are shown for the miRNA duplex regions. The cleavage sites are indicated with scissors. **e** Mean reads per million (rpm)-normalized sRNA-seq counts for iso-miRs (offset by ±1–3 nt relative to miRNA 5’ end) and small RNAs derived from pre-miRNAs (pre-miRNA derived reads offset at their 5’ ends by >3 nt relative to mature miRNA 5’ end) in wild-type and *pash-1(ram33*[G179R]*)* mutants grown at 20 °C or 25 °C. Data as in (**a**) and (**b**). Error bars are SD. *n* = 3 (20 °C) or 4 (25 °C) biological replicates per strain. Two-tailed, two-sample Student’s t-tests were used to calculate *p*-values for comparisons to wild-type. A Bonferroni correction for two comparisons was applied to each. Source data are provided as a Source Data file.

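At both temperatures, 118 miRNAs were downregulated and 19 were upregulated. At 25 °C, 24 miRNAs passed the threshold in neither direction. Besides the mirtrons miR-4920 and miR-4926, the largest increases at 25 °C among miRNAs whose libraries did not overlap were those of miR-8196a-3p (log2 fold change 2.56), miR-8207-3p (2.40) and miR-8208-3p (2.25). Their wild-type means were under 1 rpm. With the filter raised to a mean of at least 5 rpm, 103 miRNAs were downregulated and 24 upregulated at 20 °C, and 132 were downregulated at 25 °C. With each replicate number left out in turn, 110 to 117 miRNAs were downregulated at 20 °C and 156 to 168 at 25 °C.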

Dimerization of DGCR8 via the RHED region, which contains the WW domain, has been proposed to play a role in miRNA processing precision, based on observations that Microprocessor complexes containing only a single molecule of human DGCR8 process miRNA hairpins with reduced accuracy^14^. Thus, the reduction in mature miRNA levels observed in *pash-1(ram33*[G179R]*)* mutants could result from erroneous cleavage, rather than a loss of pri-miRNA processing. However, we did not observe an increase in the abundance of miRNA isoforms (iso-miRs) shifted by 1-3 nucleotides (nts) at their 5’ ends relative to the annotated miRNA locus in *pash-1(ram33*[G179R]*)* mutants (Fig. 3a, b; Supplementary Data 1). Instead, total iso-miR reads were slightly lower in mutants, consistent with the overall decline in canonical miRNA levels (Fig. 3e). Furthermore, we detected only minor differences in sRNA-seq reads originating from pre-miRNA sequences that neither correspond to mature miRNAs nor to the iso-miRs described above, which could occur in more extreme cases of erroneous cleavage (Fig. 3a, b; Supplementary Data 1). 

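Of 110 iso-miR features tested at 20 °C, 34 were lower and 5 higher in mutants, and the median log2 fold change was -0.37. The 5 higher ones, named after their values were seen, were the iso-miRs of miR-8196a-3p, miR-1020-3p, miR-4816-3p, miR-1822-3p and miR-48-5p. The most abundant of them, of miR-48-5p, went from 125.0 ± 11.3 to 221.2 ± 9.42 rpm (SD, n = 3 libraries each, log2 fold change 0.46 after rescaling, adjusted p = 4.27e-03). At 25 °C, 70 of 107 iso-miR features were lower and 12 higher, with a median of -0.64. On the rpm values as deposited, 19 were higher at 20 °C, and at 25 °C 39 were higher and 44 lower. With size factors from CSR-class 22G siRNAs, 50 were higher and 36 lower at 25 °C.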

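Iso-miR reads summed to 4504 ± 67.6 rpm in wild-type and 4084 ± 33.2 rpm in mutants at 20 °C (SD, n = 3 libraries each), a change of -9.34% (exact permutation test, p = 0.1, the smallest possible). At 25 °C the sums were 4751 ± 50.0 and 4162 ± 157.0 rpm (SD, n = 4 each), a change of -12.4% (exact permutation test, p = 0.029, the smallest possible). No mutant library reached the lowest wild-type library at either temperature. Mature miRNA reads summed to 806333 ± 7955 rpm in wild-type and 751698 ± 15302 in mutants at 20 °C, a change of -6.78% (exact permutation test, p = 0.1). At 25 °C the sums were 835943 ± 3966 and 727043 ± 26221 rpm, a change of -13.0% (exact permutation test, p = 0.029). These sums are shares of each library, so a change in another abundant class, or in reads outside the listed features, moves them. With median-of-ratios scaling the miRNA sum changed by -27.6% at 20 °C and -42.2% at 25 °C, and the iso-miR sum by -29.6% and -41.7%. Scaled to the piRNA total of each library, the miRNA sum changed by -23.9% at 20 °C and -55.0% at 25 °C. The iso-miR sum changed by -26.1% and -54.7% under that scaling.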

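At 20 °C, 34 of the 261 pre-miRNA features had a mean of at least 1 rpm, and 13 of them differed between the strains, 8 lower and 5 higher in mutants. At 25 °C, 26 of 35 differed, 21 lower and 5 higher. The hairpins named here were chosen after their values were seen. Higher at 20 °C were mir-42, mir-260, mir-8196.1, mir-8199 and F39B1.3, a hairpin in an intron of piki-1 on chromosome X (15237169 to 15237228). Higher at 25 °C were mir-63, mir-2214, mir-8196.1, mir-8196.2 and F39B1.3. The rpm of F39B1.3 at 20 °C (33.7 in wild-type and 91.7 in mutants) was nearly that of miR-1829b-3p (33.4 and 91.2), so the locus of these reads is uncertain. mir-8196.1 (chromosome X, 2329038 to 2329103) held the most pre-miRNA reads. It had 107.3 ± 5.68 rpm in wild-type and 178.9 ± 19.5 in mutants at 20 °C (SD, n = 3, log2 fold change 0.37 after rescaling, adjusted p = 0.02). At 25 °C it had 377.3 ± 20.3 and 841.5 ± 21.2 rpm (SD, n = 4, log2 fold change 0.57, adjusted p = 2.37e-08). mir-254, in an intron of gcy-9 on chromosome X (11333531 to 11333630), fell from 103.6 ± 11.2 to 58.2 ± 3.45 rpm at 20 °C (log2 fold change -1.19, adjusted p = 6.56e-10). mir-37, in the mir-35 cluster on chromosome II (11537833 to 11537930), fell from 9.69 ± 1.31 to 1.76 ± 1.09 rpm (log2 fold change -2.91, adjusted p = 2.01e-08). The pre-miRNA reads of mir-42 rose from 24.1 ± 2.70 to 59.5 ± 9.77 rpm at 20 °C (log2 fold change 0.93, adjusted p = 4.10e-06) and fell from 45.8 ± 5.65 to 32.8 ± 1.57 rpm at 25 °C (log2 fold change -1.06, adjusted p = 5.58e-11).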

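Pre-miRNA reads over all 261 hairpins summed to 546.8 ± 26.7 rpm in wild-type and 792.7 ± 131.8 rpm in pash-1(ram33[G179R]) mutants at 20 °C (SD, n = 3 libraries each). This was a change of 45.0%, with every mutant library above every wild-type library (exact permutation test, p = 0.1, the smallest possible). mir-2214 had 277.8 rpm in mutant replicate 2 and 64.7 rpm in the lowest mutant library, and without replicate 2 the change in the sum was 28.2%. At 25 °C the sums were 967.5 ± 10.1 and 1613 ± 20.7 rpm (SD, n = 4 each), a change of 66.7% (exact permutation test, p = 0.029, the smallest possible). With median-of-ratios scaling the change was 12.1% at 20 °C and 10.8% at 25 °C, and with each library scaled to its piRNA total it was -13.9% at 25 °C. Without mir-8196.1, the hairpin with most pre-miRNA reads in wild-type at 20 °C, the mutant sum was 1.40 times the wild-type sum at 20 °C (exact permutation test, p = 0.1). At 25 °C it was 1.31 times the wild-type sum (exact permutation test, p = 0.029). Without the 5 most abundant hairpins the ratios were 1.42 at 20 °C (exact permutation test, p = 0.1) and 1.03 at 25 °C (exact permutation test, p = 0.143). Without the 10 most abundant they were 0.999 at 20 °C and 0.862 at 25 °C.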

There was a slight increase in the total level of these pre-miRNA sRNA-seq reads in *pash-1(ram33*[G179R]*)* mutants grown at 20 °C, but not at 25 °C (Fig. 3e). Additionally, the desilencing of the sensor in the WW domain mutants suggests that these mutations lead to a loss of cleavage rather than altering cleavage precision, as cleavage at any position within the pri-miR-58 sensor’s hairpin would presumably result in desilencing (Fig. 2a and Supplementary Fig. 2d). These results suggest that the G179 residue, and by extension the WW domain, is unlikely to play a major role in pri-miRNA processing precision in *C. elegans*. Instead, it appears to have a broader function, although not necessarily directly, in pri-miRNA recognition or cleavage.

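Iso-miR reads made up 0.556% ± 0.00543 of all iso-miR and miRNA reads in wild-type and 0.540% ± 0.00860 in mutants at 20 °C (SD, n = 3 libraries each, exact permutation test, p = 0.1). At 25 °C the shares were 0.565% ± 0.00818 and 0.569% ± 0.00148 (SD, n = 4 each, exact permutation test, p = 0.4), a difference smaller than the spread between libraries. The log2 fold change of the iso-miR was above that of its miRNA for 66 of 108 miRNAs at 20 °C (median difference 0.06) and for 68 of 105 at 25 °C (median difference 0.10). Among iso-miRs of at least 5 rpm it was above for 34 of 59 at 20 °C (median difference 0.03) and for 36 of 60 at 25 °C (median difference 0.04). From the lack of an increase in iso-miRs, the minor differences in pre-miRNA reads and the desilencing of the pri-miR-58 sensor, the paper proposes that G179, and by extension the WW domain, is unlikely to be of major importance for how precisely pri-miRNAs are processed.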

Developmental defects and inconsistencies in developmental progression precluded meaningful analysis of global miRNA levels in *pash-1(syb4327*[W180A]*)* mutants. However, by qRT-PCR we found that miR-1 and miR-58 were modestly depleted in *pash-1(syb4327*[W180A]*)* mutants, with the caveat that we did not control for animal morphology (Supplementary Fig. 2f). The modest depletion observed here is consistent with observations in HeLa cells containing a W > A substitution at the second W residue of DGCR8’s WW domain and point to a similar requirement for the WW domain in miRNA processing in humans and nematodes^22^.

We conclude that while PASH-1’s G179 and W180 residues are necessary for optimal miRNA biogenesis, they are not strictly essential. Furthermore, the relatively normal morphology of *pash-1(ram33*[G179R]*)* mutants and the viability of *pash-1(syb4327*[W180A]*)* mutants, despite significantly lower miRNA levels, indicate that *C. elegans* has a high tolerance for reduced miRNA activity. This tolerance might explain why the loss of most individual miRNAs does not result in strong developmental defects^32^.

### Cytoplasmic and nuclear localization of PASH-1 and DRSH-1

To investigate the subcellular localization of the *C. elegans* Microprocessor and to determine if it differs in G179R and W180A mutants, we first introduced GFP as a C-terminal fusion with PASH-1 and mCherry as an N-terminal fusion with DRSH-1 through CRISPR-Cas9-mediated editing of their genomic loci^25–28^. Mature miRNA levels were not reduced in these strains, indicating that the modified proteins maintain their normal functions (Supplementary Fig. 3a). Both PASH-1::GFP and mCherry::DRSH-1 proteins localized to the nucleus, as previously observed for their human counterparts (Fig. 4a, b)^33–35^. Consistent with observations in human cells^33,36^, we occasionally saw nucleolar enrichment of PASH-1::GFP and mCherry::DRSH-1, particularly in oocytes (Fig. 4a, b).

**Fig. 4:**
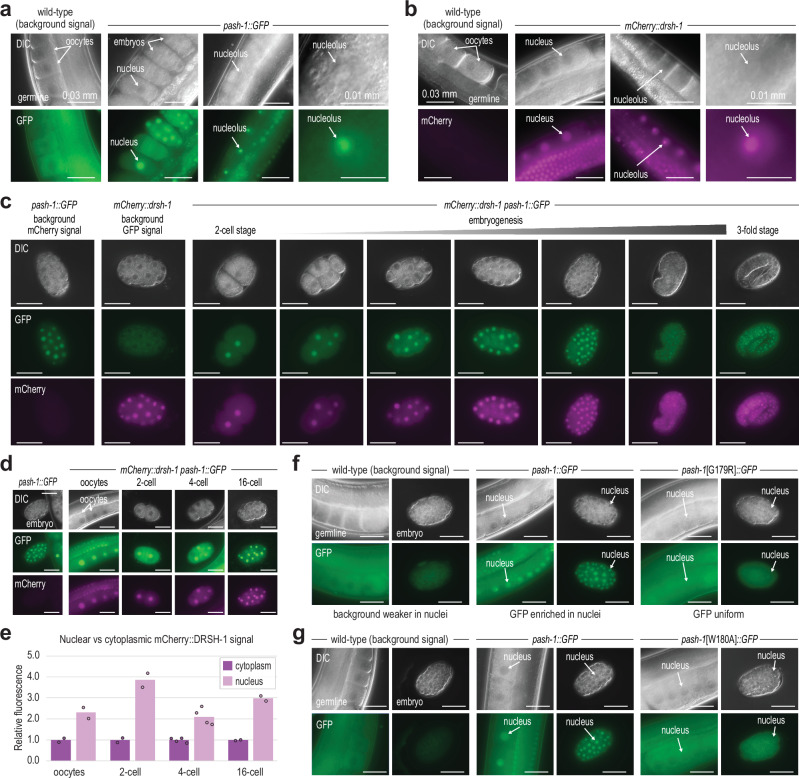
PASH-1 WW domain-mutant proteins mislocalize to the cytoplasm. **a** PASH-1::GFP expression in the adult germline and embryos (*in utero*). A wild-type animal is shown to highlight the non-specific background signal observed in germline tissue. The scale bars are 0.03 or 0.01 mm as indicated. At least three representative individuals for each strain were imaged. Imaging was repeated in three independent experiments with at least 10 individuals in total for each strain imaged. **b** mCherry::DRSH-1 expression in the adult germline. A wild-type animal is shown to highlight the lack of non-specific background signal observed in germline tissue. The scale bars are 0.03 or 0.01 mm as indicated. At least three representative individuals for each strain were imaged. **c** PASH-1::GFP and mCherry::DRSH-1 expression in 2-cell through 3-fold stage embryos. Strains lacking either PASH-1::GFP or mCherry::DRSH-1 are shown as controls for background fluorescence. The scale bars are 0.03 mm. At least three representative embryos for each stage were imaged. **d** PASH-1::GFP and mCherry::DRSH-1 expression in oocytes and 2, 4, and 16-cell embryos. A PASH-1::GFP embryo lacking mCherry::DRSH-1 is shown to highlight the lack of non-specific background signal observed for mCherry::DRSH-1 in embryos. Note both nuclear and cytoplasmic signal. The scale bars are 0.03 mm. At least two representative embryos or germlines were imaged for each strain. Imaging was repeated three times with at least 10 individuals for each strain in total imaged. **e** Relative mCherry fluorescence signal in the nucleus or cytoplasm of the embryos in (**d**). *n* = 2 (oocytes, 2-cell, and 16-cell) or 4 (4-cell) biological replicates. **f**, **g** PASH-1::GFP and PASH-1[G179R]::GFP (**f**) or PASH-1[W180A]::GFP (**g**) expression in the adult germline and embryos. Wild-type germlines and embryos are shown to highlight the non-specific background signal. The scale bars are 0.03 mm. At least fourteen representative embryos or germlines for each strain were imaged. Source data are provided as a Source Data file.

We then combined the *pash-1::GFP* and *mCherry::drsh-1* alleles into a single strain to examine protein co-localization. PASH-1::GFP and mCherry::DRSH-1 co-localized throughout embryogenesis and promptly reentered the nucleus after cell division, appearing to do so simultaneously (Fig. 4c and Supplementary Fig. 3b). However, they occasionally partitioned differently within nuclear foci (Supplementary Fig. 3c). While both proteins were predominantly localized to the nucleus, they also had relatively strong cytoplasmic signals, although the signal from PASH-1::GFP, but not mCherry::DRSH-1, was somewhat masked by background fluorescence (Fig. 4c, d). Based on planar fluorescence quantification, the average signal of mCherry::DRSH-1 was ~2–4 fold greater in the nucleus compared to the cytoplasm (Fig. 4d, e). These results demonstrate that nuclear enrichment of the Microprocessor is conserved in *C. elegans* but point to the existence of both nuclear and cytoplasmic fractions.

### PASH-1 mislocalizes to the cytoplasm in WW domain mutants

Next, we asked if the G179R and W180A mutations disrupt subcellular localization of PASH-1 by introducing GFP as a C-terminal fusion at the mutant *pash-1* loci. We detected PASH-1::GFP, as well as the G179R and W180A mutant forms, in the nucleus and cytoplasm of germline and embryonic cells (Fig. 4f, g). However, the strong nuclear-to-cytoplasmic enrichment we observed for PASH-1::GFP was lost in both the G179R and W180A mutants, indicating that these residues are important, presumably indirectly, for nuclear entry or retention of PASH-1 (Fig. 4f, g). We did not observe a further reduction in nuclear signal in the strain containing both the G179R and W180A mutations, indicating that there is not an additive effect of the two mutations on PASH-1 localization (Supplementary Fig. 3d).

In *Drosophila*, Pasha’s WW domain promotes association with RNA Polymerase II (Pol II), thereby coupling pri-miRNA transcription to miRNA processing^24^. Hence, Pol II could promote nuclear retention of PASH-1 in *C. elegans*, which might explain why its nuclear localization is lost in G179R and W180A mutants. To test this, we first assessed whether deletion of *cdk-9*, a kinase that phosphorylates the C-terminal domain (CTD) of Pol II and which is required for association of Pasha with Pol II in *Drosophila*, desilenced the pri-miR-58 sensor^24,37^. We observed a modest increase in mCherry expression in first generation animals homozygous mutant for *cdk-9*, relative to their heterozygous counterparts, although loss of *cdk-9* leads to larval arrest, which could confound these results (Supplementary Fig. 4a)^38^. While this suggests that *cdk-9* may have a role in pri-miRNA processing, because CDK-9 regulates Pol II activity, desilencing of the sensor could also be caused by reduced expression of *pash-1* or *drsh-1*, which we did not explore further. We then did RNAi against *cdk-9* to assess whether loss of *cdk-9* affects PASH-1::GFP localization. Neither of two different RNAi clones, both of which caused potent embryonic arrest indicative of *cdk-9* knockdown, disrupted PASH-1::GFP localization, suggesting that phosphorylation of Pol II’s CTD is not required for nuclear retention of PASH-1 (Supplementary Fig. 4b).

To more directly assess a requirement of Pol II for PASH-1’s localization, we did RNAi against the large subunit of Pol II, *ama-1*^39^. RNAi treatment against *ama-1* using dsRNA-expressing bacteria diluted 5x led to embryonic arrest and retention of embryos *in utero* presumably because of the essential role of Pol II in transcription (Supplementary Fig. 4c). A 10x dilution of the RNAi treatment still caused embryonic arrest but arrested eggs were laid on the plate (Supplementary Fig. 4c). Neither treatment caused PASH-1::GFP to mislocalize to the cytoplasm (Supplementary Fig. 4c). Furthermore, we were not able to detect an interaction between PASH-1::GFP and Pol II by protein co-immunoprecipitation (co-IP) (Supplementary Fig. 4d). Therefore, we conclude that PASH-1’s nuclear localization is not facilitated by an association with Pol II and thus that the G179R and W180A mutants do not mislocalize due to loss of Pol II association with the Microprocessor.

### Interdependence of PASH-1 and DRSH-1 on nuclear localization

To determine if the G179R and W180A mutations in PASH-1 also affect DRSH-1’s localization, we introduced *mCherry::drsh-1* into the strains containing *pash-1*[G179R]*::GFP* or *pash-*1[W180A]*::GFP*. In both mutants, mCherry::DRSH-1 lost its nuclear enrichment (Fig. 5a). By Western blot, we observed ~50% lower levels of GFP in animals containing *pash-1*[G179R]*::GFP* or *pash-1*[W180A]*::GFP* compared to animals with unaltered *pash-1::GFP* indicating that the G179R and W180A mutations partially destabilize PASH-1 (Supplementary Fig. 5a). In contrast, mCherry::DRSH-1 levels were only mildly reduced in animals containing the *pash-1* mutations (Supplementary Fig. 5a).

**Fig. 5:**
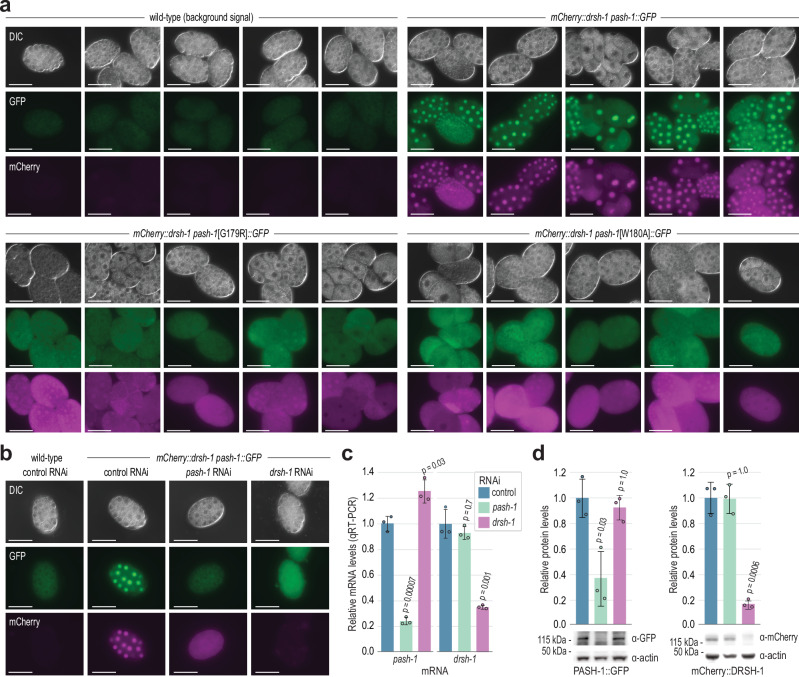
PASH-1 and DRSH-1 promote each other’s nuclear localization. **a** PASH-1::GFP, PASH-1[G179R]::GFP, PASH-1[W180A]::GFP, and mCherry::DRSH-1 expression in embryos. Wild-type embryos show the non-specific background signal. The scale bars are 0.03 mm. At least twenty embryos were imaged for each strain. **b** PASH-1::GFP and mCherry::DRSH-1 expression in embryos following control (L4440), *pash-1*, and *drsh-1* RNAi. Wild-type embryos show the non-specific background signal. The scale bars are 0.03 mm. In the experiment shown, >100 animals for each condition were monitored, and 1 representative embryo was imaged. The experiment was repeated three times, with a total of at least 23 embryos imaged for each condition. **c** Relative *pash-1* and *drsh-1* mRNA levels following control (L4440), *pash-1*, and *drsh-1* RNAi as determined by qRT-PCR. *rpl-32* mRNA levels were used for normalization. Error bars are SD. *n* = 3 biological replicates. Two-tailed, two-sample Student’s t-tests were used to calculate *p*-values for comparisons to control RNAi. A Bonferroni correction for two comparisons was applied. **d** Relative PASH-1::GFP and mCherry::DRSH-1 protein levels after *pash-1* or *drsh-1* RNAi. Actin was used for normalization. Error bars are SD. One of 3 representative blot images is shown (see Source Data file). *n* = 3 biological replicates. Two-tailed, two-sample Student’s t-tests were used to calculate *p*-values for comparisons to control RNAi. A Bonferroni correction for two comparisons was applied. Bars are colored as in (**c**). Source data are provided as a Source Data file.

It is possible that the G179R and W180A mutations cause PASH-1 to misfold or aggregate, which in turn could cause DRSH-1 to aggregate, as DROSHA aggregates when overexpressed in human cells in the absence of compensatory DGCR8 overexpression^14,40^. We did not observe an increase in PASH-1::GFP or mCherry::DRSH-1 puncta in these mutants, suggesting that the proteins maintain their diffuse cellular expression and do not form large aggregates (Fig. 5a). Given that PASH-1 and DRSH-1 are relatively large proteins (85 and 125 kD respectively), even small aggregates could impair nuclear import and contribute to the loss of nuclear enrichment in WW domain mutants. However, if we could artificially drive nuclear localization of PASH-1::GFP and mCherry::DRSH-1 in G179R and W180A mutants, this would suggest that aggregation alone does not underlie the loss of nuclear enrichment. To test this, we added sequences encoding EGL-13 and SV40 nuclear localization signals (NLSs) onto either end of *GFP* in *pash-1::GFP* and *mCherry* in *mCherry::drsh-1* in wild-type and WW domain mutant backgrounds, as these two NLSs cause strong nuclear enrichment of *C. elegans* proteins^41^. PASH-1::GFP and mCherry::DRSH-1 containing the two ectopic NLSs did not show enhanced nuclear enrichment in wild-type backgrounds (Supplementary Fig. 5b, c). Nevertheless, the PASH-1 WW domain mutants with the ectopic NLSs displayed a partial restoration of PASH-1 nuclear enrichment. (Supplementary Fig. 5b, c). Similarly, mCherry::DRSH-1 with the ectopic NLSs also displayed partial rescue of nuclear enrichment in the mutant backgrounds; however, with both proteins, rescue was variable and never complete (Supplementary Fig. 5b, c). While these results do not rule out aggregation, they suggest that the cytoplasmic fractions of PASH-1 and DRSH-1 in the WW domain mutants retain the capacity to localize to the nucleus. This implies that protein aggregation is not solely responsible for the loss of nuclear enrichment in these mutants. It remains possible that PASH-1 misfolds in these mutants, potentially causing misfolding of DRSH-1 as well, however, we did not investigate this possibility further.

The loss of nuclear enrichment of DRSH-1 in *pash-1* G179R and W180A mutants suggests a fundamental role for PASH-1 in facilitating proper nuclear localization of DRSH-1. This led us to explore whether DRSH-1 also has a role in promoting nuclear localization of PASH-1. We found that RNAi-knockdown of *drsh-1* caused PASH-1::GFP to lose its nuclear enrichment (Fig. 5b and Supplementary Fig. 5d, e). Likewise, depletion of *pash-1* by RNAi led to a reduction in mCherry::DRSH-1 nuclear enrichment similar to what we observed in WW domain mutants (Fig. 5b and Supplementary Fig. 5d, e). Therefore, PASH-1 and DRSH-1 are required for each other’s nuclear localization, but whether the mechanism relates to a cooperative role in nuclear entry or retention or to a role in proper protein folding is unclear.

We next tested whether the two ectopic NLSs introduced into PASH-1::GFP and mCherry::DRSH-1 could rescue their nuclear localization following reciprocal RNAi knockdown of *drsh-1* and *pash-1*. The ectopic NLSs on mCherry::DRSH-1 partially restored its nuclear enrichment following *pash-1* RNAi, and the ectopic NLSs on PASH-1::GFP similarly led to partial rescue of its nuclear enrichment following *drsh-1* RNAi (Supplementary Fig. 5f). These results indicate that DRSH-1 and PASH-1 can still localize to the nucleus in each other’s absence when nuclear transport is artificially enhanced. That nuclear localization was only partially restored by the ectopic NLSs underscores the importance of proper Microprocessor formation in promoting nuclear entry or retention of PASH-1 and DRSH-1.

In mammals, the Microprocessor regulates each of its core constituents, DGCR8 and DROSHA^21^. DGCR8 is downregulated through Microprocessor cleavage of two hairpins in its mRNA, while DROSHA is stabilized through protein-protein interactions involving DGCR8^21,42^. We took advantage of the *pash-1* and *drsh-1* RNAi-knockdown assays described above to assess whether crosstalk also occurs in *C. elegans*. RNAi-knockdown of *pash-1* or *drsh-1* reduced their mRNA levels by ~75% and ~65%, respectively, and led to a similar decrease in PASH-1::GFP and mCherry::DRSH-1 protein levels, indicating that the RNAi treatment was moderately effective (Fig. 5c, d). *drsh-1* knockdown coincided with an ~25% increase in *pash-1::GFP* mRNA levels but had no discernable impact on PASH-1::GFP protein levels (Fig. 5c, d). RNAi knockdown of *pash-1* did not significantly affect *drsh-1* mRNA or protein levels, suggesting that *drsh-1* expression is not regulated by the Microprocessor despite its nuclear localization being dependent on PASH-1 (Fig. 5c, d). In *C. elegans*, the *pash-1* mRNA lacks the hairpins found in other species^21^. Nevertheless, it could still be indirectly regulated by the Microprocessor, as it is predicted to be a target of miR-71^43^. Consistent with this possibility, we previously observed a modest increase in *pash-1* mRNA levels in the absence of the major miRNA Argonaute *alg-1*^44^. However, we did not detect an increase in *pash-1* mRNA levels in *mir-71* deletion mutants (Supplementary Fig. 5g). Furthermore, PASH-1::GFP protein levels were not upregulated when we scrambled the *mir-71* binding site in the *pash-1* 3’ UTR (Supplementary Fig. 5h).

We did not detect a discernable increase in PASH-1::GFP or mCherry::DRSH-1 expression in embryos from animals treated with RNAi against the major miRNA Argonautes, *alg-1* and *alg-2*, although modest differences would be difficult to detect by fluorescence and we did not explore this further (Supplementary Fig. 5i). Importantly, however, *alg-1* and *alg-2* knockdown did not affect PASH-1 and DRSH-1 localization to the nucleus, indicating that miRNAs are unlikely to regulate subcellular localization of the Microprocessor (Supplementary Fig. 5i). These results suggest that any crossregulation that might exist between PASH-1 and DRSH-1 in *C. elegans* is not likely to have a major role in their protein expression levels. However, given that both proteins depend on each other for their nuclear localization, they nevertheless share an important functional regulatory interaction.

### PASH-1’s WW domain promotes microprocessor assembly

It is possible that the loss of nuclear localization of PASH-1 and DRSH-1 in the WW domain mutants is due to misassembly of the Microprocessor. To test this, we first did size-exclusion chromatography on animals expressing mCherry::DRSH-1 and either wild-type or the G179R or W180A mutant form of PASH-1 fused to GFP. We identified several fractions ranging from ~158 to 669+ kDa that contained both DRSH-1 and PASH-1 (Fig. 6a). The Western blot signals for PASH-1::GFP and mCherry:DRSH-1 were significantly reduced in the G179R and W180A mutants. This reduction may be due to the previously noted lower levels of mutant PASH-1::GFP, as well as decreased protein solubility in these mutants, which was observed in WW domain mutants of human and fly DGCR8/Pasha, however, we did not normalize by total protein levels in these experiments^16,24^. Despite differences in protein levels, large complexes still formed in both G179R and W180A mutants, suggesting that these residues are not totally essential for complex formation. (Fig. 6a). It is noteworthy that a substantial proportion of DRSH-1 migrated in the size range consistent with a single molecule of mCherry::DRSH-1 ( ~ 150 kDa), even in the strain containing unaltered PASH-1::GFP, which may be indicative of a role for DRSH-1 apart from the Microprocessor (Fig. 6a). We did not observe large aggregates in the void fractions, consistent with the proteins not being aggregated (Fig. 6a). However, we observed a shift in the elution profile of mCherry::DRSH-1 toward higher molecular weight fractions in *pash-1*[W180A]*::GFP* mutants (Fig. 6a). While this shift could suggest a tendency for small-scale oligomerization or conformational changes, the absence of a similar shift in *pash-1*[G179R]*::GFP* mutants indicates that it is unlikely to be the underlying cause of mislocalization in these mutants (Fig. 6a).

**Fig. 6:**
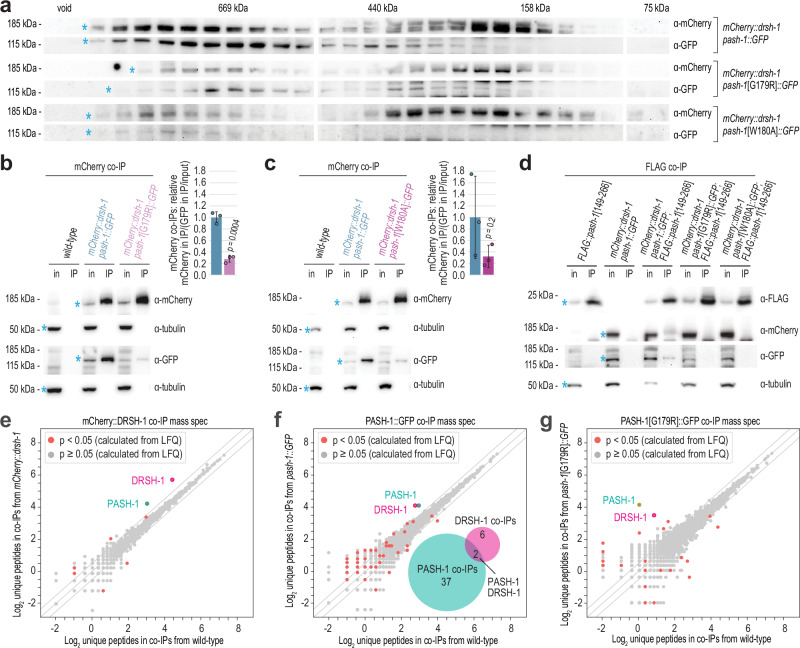
Impaired Microprocessor assembly in PASH-1 WW domain mutants. **a** Western blot analysis of wild-type and mutant PASH-1::GFP and wild-type mCherry::DRSH-1 from protein fractions captured with size exclusion chromatography. Masses are approximated based on size markers. The void fractions were determined based on protein elution volumes and confirmed with high molecular weight standards not run in parallel. Asterisks mark expected bands. **b**, **c** Western blot analysis of PASH-1::GFP and PASH-1[G179R]::GFP (**b**) or PASH-1[W180A]::GFP (**c**) co-IP’d with mCherry::DRSH-1. in, cell lysate input fraction; IP, co-IP fraction. Tubulin is shown as a loading control. Asterisks mark expected bands. The bar plots show the mean ratio of mCherry levels in IP fractions relative to GFP levels in IP fractions normalized to GFP levels in input fractions. Blue bar: *mCherry::drsh-1; pash-1::GFP*. Red bar: *mCherry::drsh-1; pash-1*[G179R]*::GFP*. Values are relative to the *mCherry::drsh-1 pash-1::GFP* control. Two-tailed, two-sample Student’s t-tests were used to calculate the *p*-values. Error bars are SD. *n* = 3 biological replicates. Samples derived from the same experiment and blots were processed in parallel. Blot images for one of 3 replicates are shown (Supplementary Fig. 6a–d). **d** Western blot analysis of PASH-1::GFP, PASH-1[G179R]::GFP, PASH-1[W180A]::GFP and mCherry::DRSH-1 co-IP’d with FLAG::PASH-1[149-266]. Tubulin is shown as a loading control. Asterisks mark expected bands. Blot images for one of 4 biological replicates from 2 independent experiments are shown (Supplementary Fig. 6e–f). **e**–**g** Mass spectrometry analysis of mCherry::DRSH-1 (**e**), PASH-1::GFP (**f**), and PASH-1[G179R]::GFP (**g**) complexes from protein co-IPs. Scatter plots display the average log_2_ unique peptide counts in co-IPs from wild-type and the indicated transgenic strains. *n* = 4 biological replicates for each strain. Diagonal lines show 0-, 2-, and -2-fold enrichments. *p*-values were calculated based on label free quantification (LFQ) using a modified t-statistic (see Methods). The inset Venn diagram in (**f**) shows the overlap between mCherry::DRSH-1 and PASH-1::GFP interactors (*p* < 0.05). Source data are provided as a Source Data file.

To further explore assembly of the Microprocessor in PASH-1 WW domain mutants, we did reciprocal co-IPs of PASH-1 and DRSH-1 from animals containing wild-type or the G179R or W180A mutant forms of PASH-1 fused to GFP and wild-type DRSH-1 fused to mCherry. Wild-type PASH-1::GFP co-IP’d with mCherry::DRSH-1 effectively, but this interaction was significantly diminished in PASH-1 G179R mutants (Fig. 6b and Supplementary Fig. 6a, b). Similarly, mCherry::DRSH-1 co-IP’d more efficiently with non-mutant PASH-1::GFP than with the G179R mutant form (Supplementary Fig. 6a, b). Therefore, the G179 residue contributes to the assembly or stability of the Microprocessor. We also observed a trend of reduced interaction between PASH-1::GFP and mCherry::DRSH-1 in the W180A form of PASH-1. However, due to high variability among biological replicates, possibly resulting from developmental defects in *pash-1*[W180A] mutant animals, this difference was not statistically significant (Fig. 6c and Supplementary Fig. 6c, d).

Interestingly, an expanded region of PASH-1 encompassing the WW domain is sufficient for dimerization in vitro^17^. Hence, to further test the involvement of G179 and W180 in Microprocessor assembly, we explored the idea that these residues promote PASH-1 dimerization, which could in turn explain the loss of Microprocessor integrity in these mutants. To do so, we fused sequence encoding a 3xFLAG peptide to the sequence encoding the PASH-1 dimerization region (amino acids 149-266), expressed it under the control of ubiquitin (*ubl-1*) regulatory elements, and integrated it into the *C. elegans* genome as a single-copy transgene, *FLAG::pash-1*[149-266]. We then introduced it by mating into strains containing *mCherry::drsh-1* and either *pash-1::GFP* or the *pash-1*[G179R]*::GFP* or *pash-1*[W180A]*::GFP* mutants. Next, we co-IP’d FLAG::PASH-1[149-266] and tested for its interaction with the wild-type and mutant forms of PASH-1::GFP, as well as mCherry::DRSH-1. Wild-type PASH-1::GFP was readily detectable in FLAG::PASH-1[149-266] co-IPs, confirming that the dimerization domain identified in vitro interacts with full-length PASH-1 in vivo (Fig. 6d and Supplementary Fig. 6e, f). In contrast, PASH-1[G179R]::GFP and PASH-1[W180A]::GFP were not detectable above background in FLAG::PASH-1[149-266] co-IPs (Fig. 6d and Supplementary Fig. 6e, f). mCherry::DRSH-1 also co-IP’d with FLAG::PASH-1[149-266] in the presence of non-mutant PASH-1::GFP, albeit at relatively low levels, but not in the presence of the G179R or W180A mutants (Fig. 6d and Supplementary Fig. 6e, f). These results demonstrate that the G179 and W180 residues are important for PASH-1’s dimerization and proper assembly of the Microprocessor.

To identify the stable components of the Microprocessor and to determine if the composition changes in complexes containing the PASH-1[G179R] mutation, we did quantitative protein mass spectrometry. We did not identify any proteins that were enriched in both mCherry::DRSH-1 and PASH-1::GFP co-IPs aside from DRSH-1 and PASH-1 using either label free quantification (LFQ; Supplementary Data 2) or unique peptide counts as a measurement (Fig. 6e, f). This suggests that DRSH-1 and PASH-1 are the only major stable components of the Microprocessor in *C. elegans*, although more transient interactors may also exist. Proteins identified in co-IPs from only one of the strains, *mCherry:drsh-1* or *pash-1::GFP*, could be background or unique to one protein or the other and were not considered further. In DRSH-1 and PASH-1 co-IPs from animals containing unaltered PASH-1::GFP we observed similar enrichment of unique peptides for both DRSH-1 and PASH-1 (Fig. 6e, f). In contrast, unique peptides of PASH-1 were enriched nearly 2-fold over unique DRSH-1 peptides in PASH-1[G179R]::GFP co-IPs, suggesting a weaker interaction between these proteins in the G179R-mutant, consistent with the co-IP Western blot experiment above (Fig. 6g).

### Microprocessor nuclear activity is critical for development

Given our results that *pash-1*[G179R]*::GFP* and *pash-1*[W180A]*::GFP* mutants are viable despite mislocalization of PASH-1 and DRSH-1 to the cytoplasm, nuclear localization of the Microprocessor may not be essential for *C. elegans* development. Human DGCR8 contains an NLS at its N-terminus^34^. Although this region is not structurally conserved in *C. elegans* and lacks an obvious NLS, we deleted it in the *mCherry::drsh-1 pash-1::GFP* strain to determine if we could prevent PASH-1’s nuclear localization and thereby assess whether nuclear activity of the Microprocessor is required for development (Fig. 7a, b). Animals containing the N-terminal deletion (*pash-1*[Δ12-148]*::GFP*) were slightly dumpy and produced fewer viable progeny than non-mutant animals (Fig. 7c, d). However, because the N-terminal deletion removes 137 amino acids, it could disrupt other features of the PASH-1 protein, which may underly the fertility defects and dumpy phenotype. The deletion resulted in a modest but variable reduction in diffuse nuclear enrichment, which was often coincident with an increase in nucleolar enrichment (Fig. 7e and Supplementary Fig. 7a). mCherry::DRSH-1 colocalized consistently with PASH-1[Δ12-148]::GFP even in nucleoli (Fig. 7e and Supplementary Fig. 7a). The N-terminal deletion was not predicted by AlphaFold3 to disrupt the interaction between PASH-1 and DRSH-1 (Fig. 7f). Furthermore, mCherry::DRSH-1 co-IP’d with PASH-1[Δ12-148]::GFP, indicating that the Microprocessor complex still forms in the mutant (Supplementary Fig. 7b).

**Fig. 7:**
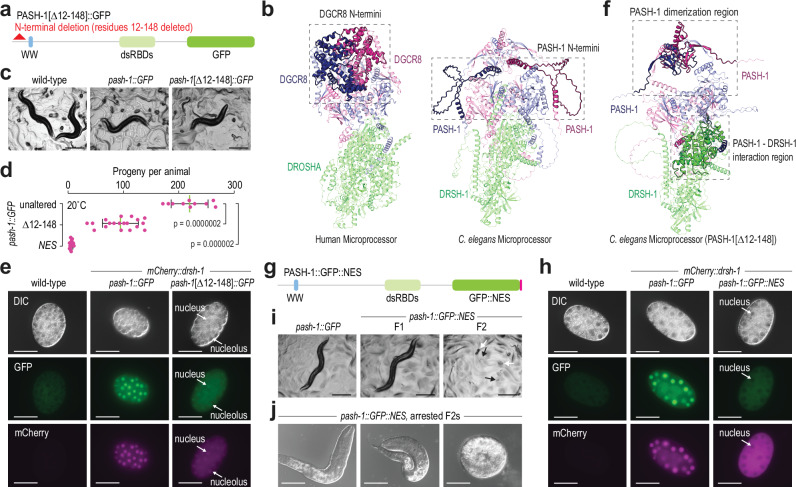
Nuclear localization of the Microprocessor is required for development. **a** Diagram of the N-terminal PASH-1[Δ12-148]::GFP deletion protein with the WW domain (WW), double-stranded RNA-binding domains (dsRBDs), and GFP indicated. **b** AlphaFold3-predicted structures of the Microprocessor from humans (with only DROSHA and DGCR8) and *C. elegans*. The N-termini of human DGCR8 (residues 1-275) and *C. elegans* PASH-1 (residues 12-148) are highlighted. **c** Representative images of wild-type, *mCherry::drsh-1 pash-1::GFP*, and *mCherry::drsh-1 pash-1*[Δ12-148]*::GFP* animals. 1–2 gravid adults, larvae, and eggs are visible. The scale bars are 0.3 mm. At least four representative adults for each strain were imaged. **d** Numbers of progeny produced by *pash-1::GFP* (unaltered), *pash-1*[Δ12-148]*::GFP* (Δ12-148), and *pash-1::GFP::NES* (NES) animals grown at 20 °C. Error bars are SD. *n* = 10 (unaltered), 19 (Δ12-148), or 14 (*NES*) animals. *p-*values were calculated using two-tailed Mann-Whitney U tests. **e** PASH-1::GFP, PASH-1[Δ12-148]::GFP, and mCherry::DRSH-1 expression in embryos. A wild-type embryo is shown as a control. The scale bars are 0.03 mm. At least 6 representative embryos for each strain were imaged. **f** AlphaFold3-predicted structure of the *C. elegans* Microprocessor containing PASH-1[Δ12-148]. PASH-1’s dimerization region (residues 148-266) and the PASH-1-DRSH-1 interacting region (PASH-1 helix [residues 497-513], DRSH-1 RIIIDa [residues 683-803], and DRSH-1 RIIIDb [residues 830-981]) are highlighted. **g** Diagram of the PASH-1::GFP protein fused to a nuclear export signal (NES, pink) with the WW domain (WW), dsRBDs, and GFP indicated. **h** PASH-1::GFP, PASH-1::GFP::NES, and mCherry::DRSH-1 expression in embryos. A wild-type embryo lacking GFP is shown as a control. The scale bars are 0.03 mm. At least six representative embryos for each strain were imaged. **i** Representative images of *pash-1::GFP* (control) and *pash-1::GFP::NES* animals. F1 animals are first-generation segregates from a heterozygous parent. F2 are descended from a homozygous parent. White arrows point to arrested embryos, and black arrows point to arrested larvae. The scale bars are 0.3 mm. At least 2 representative individuals for each strain were imaged. **j** Arrested *pash-1::GFP::NES* larvae and embryos. The scale bars are 0.03 mm. Three representative individuals were imaged. Source data are provided as a Source Data file.

Since the PASH-1[Δ12-148]::GFP mutant may lack an NLS important for nuclear localization of the Microprocessor, we tested whether introducing an ectopic NLS could rescue the nuclear localization of the mutant. Introducing a single EGL-13 NLS-encoding sequence onto the 5’ end of GFP in *pash-1*[Δ12-148]*::GFP* caused both PASH-1[Δ12-148]::GFP and mCherry::DRSH-1 to localize even more strongly to nucleoli and further diminished non-nucleolar nuclear enrichment (Supplementary Fig. 7a). The ectopic NLS also led to a further reduction in the number of progeny and a significant increase in the occurrence of burst animals (Supplementary Fig. 7c, d). Our efforts to develop a strain with a second NLS-encoding sequence on *pash-1*[Δ12-148]*::NLS::GFP* were unsuccessful, possibly because of lethality. It is unclear if PASH-1’s N-terminus has a direct role in preventing nucleolar enrichment, or if instead, misfolding or aggregation of the truncated protein causes it to be sequestered in nucleoli. However, that the N-terminal deletion still colocalized and co-IP’d with mCherry::DRSH-1 indicates that the proteins still form a complex. It is possible that the complex functions aberrantly within the nucleolus, which could underlie the reduced fertility and bursting we observed.

Because PASH-1 still partially localized to the nucleus in the N-terminal deletion mutant, it did not allow us to determine if nuclear localization is essential for development as we had set out to do. Therefore, we added a nuclear export signal (NES)-encoding sequence to the 3’ end of *pash-1::GFP* (*pash-1::GFP::NES*) and introduced it by mating into animals containing *mCherry::drsh-1* (Fig. 7g)^45,46^. The ectopic NES on PASH-1::GFP drove both PASH-1::GFP and mCherry::DRSH-1 to strongly mislocalize to the cytoplasm, demonstrating that DRSH-1 does not dissociate from PASH-1 and enter or remain in the nucleus outside of the Microprocessor complex (Fig. 7h). This mutant allowed us to investigate the necessity of nuclear localization for the Microprocessor. *pash-1::GFP::NES* mutants displayed a high incidence of embryonic arrest and, when hatched, arrested early in development. However, like other *pash-1* mutant alleles, homozygous mutant F1 progeny of heterozygous animals appeared normal (Fig. 7i, j). These results underscore the critical requirement of nuclear localization for Microprocessor function.

## Discussion

We uncovered a cross-regulatory interaction between PASH-1 and DRSH-1 important for their localization to the nucleus, which may be mediated by PASH-1 dimerization via the GW motif in its WW domain. Our findings suggest that entry or retention of PASH-1 and DRSH-1 in the nucleus is dependent on association with an intact Microprocessor complex. This was unexpected because both proteins seem to have their own nuclear localization signals in mammals^34,35^. However, the N-terminal regions containing these signals are poorly conserved in *C. elegans*. Nevertheless, the loss of nuclear enrichment when we deleted the N-terminus of PASH-1 suggests that it may have a cryptic NLS. Introducing an ectopic NLS did not rescue diffuse nuclear localization of the N-terminal deletion mutant but instead enhanced its nucleolar localization, suggesting that the N-terminus has another role in PASH-1 function.

Protein modifications may be important for nuclear localization of the Microprocessor and such modification could depend on an intact complex. In humans, phosphorylation of DROSHA promotes its nuclear localization^35^. Such regulation may limit Microprocessor-independent functions of DGCR8/Pasha or Drosha in the nucleus, which could disrupt gene regulation if not tightly controlled. Pasha has been shown to regulate neuronal genes in the absence of Drosha in *Drosophila* and DGCR8 regulates snoRNAs independent of DROSHA in human cells^47,48^. Furthermore, our protein fractionation experiments suggest that a substantial fraction of DRSH-1 is not in complex with PASH-1, further pointing to the possibility of independent functions for these proteins. Thus, there is a precedent for the individual Microprocessor components to function independently of each other, which could have unintended consequences if not tightly regulated. While we did not identify a post-transcriptional gene regulatory mechanism between PASH-1 and DRSH-1 like that of mammals^21^, cross-regulation of protein localization may serve a similar role in maintaining their equilibrium in the nucleus.

Despite a crucial role for PASH-1 in *C. elegans* development, mutations within its WW domain are relatively well tolerated. While the W180A mutation caused severe developmental defects and reduced fertility, the neighboring G179R mutation caused only mild defects and near-normal fertility, even though both residues are similarly required for DRSH-1 interaction and nuclear localization. This suggests that Microprocessor assembly and nuclear localization defects only partially explain the W180A phenotype. The W180 residue may have additional roles, such as facilitating transient interactions important for miRNA processing or in proper protein folding. These roles may involve heme binding or protein orientation on miRNA hairpins, but further investigation is needed. Since our mass spectrometry analysis did not detect additional protein components of the Microprocessor, additional interactions may be weak or transient.

Pri-miRNA processing is well-established to occur in the nucleus^8,33,36^. In humans, processing is thought to be largely co-transcriptional, facilitated by DROSHA’s N-terminal proline-rich region^49–51^. However, this region is absent in *C. elegans*^51^. It is possible that, unlike in humans, *C. elegans* miRNAs are processed after transcription and splicing are completed. While most miRNAs occur in the introns of protein-coding or non-coding genes in humans, only a small subset are produced from presumptive introns in *C. elegans*. Even the introns that contain miRNAs in *C. elegans* appear to have regulatory elements distinct from the host transcript and thus may not undergo excision, which could be important for pri-miRNA processing if it occurs after transcription, since introns are typically degraded during splicing^52,53^. Additionally, introducing an intron into a miRNA hairpin does not disrupt processing of the hairpin or alter the mature miRNA sequence in *C. elegans*, indicating that splicing occurs before pri-miRNA processing^54^. In contrast, in humans, pri-miRNAs spanning intron-exon junctions are largely excluded from processing by the Microprocessor^55^. Regardless of timing, our results demonstrate that excluding the Microprocessor from the nucleus leads to embryonic or early larval lethality, emphasizing a critical requirement for nuclear processing.

## Methods

### Strains

To generate the pri-miR-58 sensor, TAM109[*ram3([pCMP1]ubl-1::mCherry::pri-mir-58 + Cbr-unc-119(* + *))* II], 3,000 base pairs (bp) upstream of the *ubl-1* start codon was amplified from wild-type *C. elegans* (N2) genomic DNA using Phusion polymerase (ThermoFisher, F534L) and cloned into pDONR 221 P1-P4 (Addgene plasmid #186351) using Gateway Recombination Cloning Technology (ThermoFisher) following the manufacturer’s protocol^56^. mCherry was PCR amplified from plasmid DNA with the primers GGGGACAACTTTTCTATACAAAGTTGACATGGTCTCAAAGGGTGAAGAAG and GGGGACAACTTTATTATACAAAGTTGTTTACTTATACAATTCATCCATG and cloned into pDONR 221 P4r-P3r (Addgene plasmid #121527). The miR-58 hairpin sequence and 100 bp upstream and 1,000 bp downstream were amplified from wild-type genomic DNA and cloned into pDONR 221 P3-P2 (Thermo Fisher). The entry plasmids were recombined into the destination vector CMP1 and then transformed into *C. elegans* strain EG6699 using Mos1-mediated single copy insertion^20,56^. VC1138[*drsh-1(ok369) I/hT2[bli-4(e937) let-?(q782) qIs48*](I;III)], MT15024[*mir-58(n4640)* IV], MT12993[*mir-71(n4115)* I], and KW2090[*cdk-9(tm2884) I/hT2 [bli-4(e937) let-?(q782) qls48]* (I;III)] were previously described^32,38,57^. TAM93[*pash-1(ram33)* I] containing the 38a mutation that was identified in a forward genetic screen was outcrossed three times to wild-type (N2). PHX4329[*pash-1(syb4327)* I] (*pash-1*[W180A]), PHX6091[*pash-1(syb6091)* I] (*pash-1::GFP*), PHX6157[*pash-1(ram33 syb6157)* I] (*pash-1*[G179R]*::GFP*), PHX6655[*pash-1(syb6091 syb6655)* I] (*pash-1*[W180A]*::GFP*), PHX6628[*drsh-1(syb6628)* I] (*mCherry::drsh-1*), PHX7689[*pash-1(syb66091 syb7689)* I] (*pash-1*[△12-148]*::GFP*), PHX8549[*pash-1(syb6091 syb8549)* I] (*pash-1*[GW-mut]*::GFP*), PHX8348[*pash-1(syb8348)/hT2[bli-4(e937) let-?(q782) qIs48]* (I;III)] (*pash-1::GFP::NES*, containing NES sequence encoding LALKLAGLDI), and PHX6604[*pash-1(syb6091 syb6604)* I] (*pash-1*[miR-71mut]*::GFP*, miR-71 seed target edited from TCTTTCA to AGAAAGT) were generated by Suny Biotechnology (Fuzhou, China) using CRISPR-Cas9 genome editing and outcrossed to wild-type (N2) to remove potential background mutations or to each other to generate combinatorial strains (Supplementary Data 3)^25–28^. Additional strains are described in the Supplementary Information.

### Animal growth conditions

For the mass spectrometry experiment, animals were expanded as described below^58^. For all other experiments, animals were grown on NGM plates containing *E. coli* OP50 at 20 °C unless noted otherwise.

### Forward genetics

L4 and young adult *C. elegans* were rotated in M9 buffer solution containing 1% ethyl methyl sulfonate (EMS) solution for 4 h at room temperature and then washed 4x in M9. For each experiment, 50 mutagenized P0 animals were plated onto 20 10 cm NGM plates seeded with *E. coli* OP50. In the F1 screen for cis-acting factors (which identified the pri-miR-58 sensor mutation), 500 bright fluorescent animals were selected from among ~100,000 F1 animals. In the F2 screen (which identified the *pash-1(ram33*[G179R]*)* mutation), up to 4 bright fluorescent individuals were selected from each of 20 distinct pools of F2 animals, each derived from ~2000 F1s. For the F1 screen, individual F1 animals were lysed, and the miR-58 hairpin sequence of the pri-miR-58 sensor was sequenced using Sanger sequencing. For the F2 screen, individual animals were isolated and then expanded for several generations. The brightest healthy line after several generations was subjected to whole genome sequencing to identify the causal mutation.

### Genome sequencing

DNA was isolated from EMS line 38a using the Gentra Puregene Tissue Kit following the manufacturer’s protocol (QIAGEN, 158667). The genome sequencing library was prepared and sequenced using Novogene’s Whole Genome Sequencing service, which utilizes the NEBNext DNA Library Prep Kit, and sequenced on an Illumina NovaSeq (PE150). Data was processed and single nucleotide polymorphisms (SNPs) were identified using Novogene’s bioinformatics analysis pipeline. Briefly, reads were aligned to the *C. elegans* genome (WS190) using BWA (parameters: ‘mem -t 4 -k 32 -M’)^59^. PCR duplicates were removed using SAMTOOLS^60^. SNPs were called using GATK (parameters: ‘-T HaplotypeCaller --gcpHMM 10 -stand_emit_conf 10 - stand_call_conf 30’)^61^. Results were filtered to reduce the error rate (parameters: ‘QD < 2.0 | | FS > 60.0 | | MQ < 30.0 || HaplotypeScore > 13.0 || MappingQualityRankSum < -12.5 || ReadPosRankSum < -8.0’). SNPs were annotated using ANNOVAR^62^.

### RNA and protein structure analysis

Secondary structures of miRNA hairpins were predicted with RNAfold^63^. Structures of human and *C. elegans* Microprocessor complexes were predicted using AlphaFold3 with protein sequences obtained from UniProt^64,65^. The X-ray diffraction structure of the human DGCR8 WW domain (PDB: 3LE4) was described by Senturia et al.^17^. The structures were analyzed and images generated using ChimeraX^66^.

### RNA isolation

Gravid adult animals, grown for 72 h at 20 °C or 54 h at 25 °C after L1 synchronization, were washed off plates and then washed 3x in M9 buffer and flash frozen in liquid nitrogen. RNA was isolated from whole gravid adult animals using TRIzol (Life Technologies, cat# 15596018) according to the manufacturer’s recommendations but with a second chloroform extraction step. For mRNA qRT-PCR, total RNA was DNase-treated using the TURBO DNA-free Kit (ThermoFisher, AM1907) according to the manufacturer’s protocol.

### qRT-PCR

Small RNA qRT-PCR was done with TaqMan reagents and custom probes targeting miR-1 (Life Technologies, assay name: hsa-miR-1, 4427975), miR-58a-3p (sequence: UGAGAUCGUUCAGUACGGCAAU), miR-35-3p (sequence: UCACCGGGUGGAAACUAGCAGU), 21UR-1 (sequence: UGGUACGUACGUUAACCGUGC), and 22G-rRNA (sequence: GAAGAAAACUCUAGCUCGGUCU) following the manufacturer’s protocol (Life Technologies, 4331348). Pri-miR-58 qRT-PCR was done with custom TaqMan probe sets targeting *pri-miR-58* and *act-1*. Other pri-miRNAs were analyzed using SYBR Green and the following primer sets: pri-miR-35, CTCTCCTAATTTCCATTCCC and GTGGAGCAAGTGGAAAAGATC; pri-miR-51, ACCAACATTTGCCTGCTCAC and GTACCTGCTTCCATGTTCAC; pri-miR-80, CCAACTTTTTGGTGCTTATTCC and ATACTTCAGGTTGTGAATGTGG; and pri-miR-238, GAAGGCAGTCTCTTTTGTCAG and ATCTGAATGGCATCGGAGTAC. *pash-1* and *drsh-1* mRNA qRT-PCR analysis was done using SYBR Green and the following primers: *pash-1*, GTTCACTCGTGTCGTCACTC and CGTTTTCGTGCAGCTCATCC; and *drsh-1*, GTACTTGGAATCGAAGGACC and AGATTAGCCAAAGCCAGCTC. For pri-miRNA and mRNA SYBR Green-based qRT-PCR, *rpl-32* levels were used for normalization (*rpl-32* primers: CATGAGTCCGACAGATACCG and ACGAAGCGGGTTCTTCTGTC). Ct values were captured using a CF96 Real-Time PCR Detection System (Bio-Rad) and averaged across 3-4 technical replicates for each of 3-4 biological replicates. The 2-ddCt method was used to calculate relative fold changes between conditions^67^.

### Small RNA sequencing and data analysis

Small RNA sequencing libraries were prepared using the NEBNext Multiplex Small RNA Library Prep Set for Illumina following the manufacturer’s protocol with exclusion of the initial optional size selection step and the 3’ ligation step changed to 16 °C for 18 h to improve capture of methylated small RNAs (New England Biolabs, E7300S). ~134–148 nt small RNA PCR amplicons, corresponding to ~16–30 nt small RNAs, were size selected on a 10% polyacrylamide gel, transferred by electrophoresis (400 mA for 40 min) to DE81 chromatography paper, eluted at 70 °C for 20 min in the presence of 1 M NaCl, and precipitated at −80 °C overnight in the presence of 13 ug/ml glycogen and 67% EtOH. End-to-end data analysis, including adapter trimming and quality filtering with fastp and genome alignment with bowtie, was done using the default configuration in tinyRNA with the *C. elegans* genome WS279 release^68–72^. To identify iso-miRs, selection rules were defined within tinyRNA to capture reads with 5’ ends aligning 1-3 nucleotides upstream or downstream of the 5’ end of the annotated miRNA. Pre-miRNA reads were identified with a selection rule that specified partial overlap with annotated pre-miRNA sequences but excluded reads corresponding to the annotated miRNA or potential iso-miRs defined above, due to hierarchical assignment to these features (Supplementary Data 4).

### Microscopy

All imaging was done using an Axio Imager Z2 Microscope (Zeiss). Live animal imaging directly on growth media was done using a Plan-Apochromat 10x/0.45 M27 objective and DIC accessories. For mCherry and GFP imaging, animals were mounted on glass slides prepared with 1.5% Agarose pads. Larvae and adults were immobilized in 25 μM sodium azide. Zeiss 38 HE GFP shift free and 63 HE mRFP shift free filter sets were used in combination with a Plan-Apochromat 10x/0.45 M27 objective or Plan-Apochromat 63x/1.4 oil DIC M27 objective. A DIC Slider PA 63x/1.4 III HR was used for 63x DIC imaging. Images were acquired with an Axiocam 506 monochrome camera using the ZEN 2.3 pro software (Zeiss). Contrast and brightness were adjusted uniformly for all images within a single experiment in Adobe Photoshop or Fiji (ImageJ2 v.2.14.0). mCherry fluorescence signal quantification was done in Fiji^73^. A Discovery V8 Stereo Microscope (Zeiss) was used for selection of mutagenized animals.

### RNAi

For RNAi knockdown, synchronized L1 larvae were placed on RNAi plates containing IPTG and *E. coli* HT115 expressing dsRNA matching *cdk-9* (Ahringer or Vidal libraries, H25P06.2), *ama-1* (Ahringer library, F36A4.7), *alg-1/alg-2* (Ahringer library, F48F7.1)*, pash-1* (Ahringer library, T22A3.5), *drsh-1* (Ahringer library, F26E4.10), or empty vector (L4440, Addgene #1654) and grown at 20 °C^74,75^. Where applicable, gravid adults were collected for protein and RNA isolation after 72 h of treatment.

### Protein co-immunoprecipitation

PASH-1::GFP, PASH-1[G179R]::GFP, PASH-1[W180A]::GFP, FLAG::PASH-1[149-266], PASH-1[Δ12-148]::GFP, mCherry::DRSH-1, and RNA Polymerase II were co-IP’d from three biological replicate samples with ~12,000 gravid adult animals each. Animals were washed from plates and then 3x in M9 salt buffer, frozen in liquid nitrogen, and lysed in 1.2 ml 50 mM Tris-Cl, pH 7.4, 100 mM KCl, 2.5 mM MgCl2, 0.1% Igepal CA-630, and 1x Pierce Protease Inhibitor Tablets (Pierce Biotechnology, cat# 88266). Cell lysates were cleared for 10 min at 12,000 RCF at 4 °C. Cleared lysates were split into input and co-IP fractions. For GFP and mCherry co-IPs, cell lysates were incubated with 25 μL ChromoTek GFP-Trap Magnetic Agarose Beads (Proteintech, gtma-100) (GFP co-IPs) or ChromoTek RFP-Trap Magnetic Agarose Beads (Proteintech, rtma-20) (mCherry co-IPs) for 1 h at 4 °C. For FLAG co-IPs, lysates were incubated with 7 μg FLAG antibody (Sigma, F3165) for 1 h at 4 °C. After 30 min of FLAG antibody incubation, 60 μL of Protein A agarose bead slurry (Roche, PROTAA-RO) was added. For Pol II-PASH-1::GFP co-IPs, Pol II was co-IP’d with 4 μg Pol II antibody (Santa Cruz Biotechnology, sc-537117) and PASH-1::GFP was co-IP’d with 5 μg GFP antibody (Invitrogen, A11120) for 90 min at 4 °C. After 45 min of antibody incubation, 50 μL of SureBeads Protein G Magnetic Agarose Bead slurry (Bio-Rad, 1614023) was added. Beads were washed three times in lysis buffer and protein was eluted at 95 °C for 5 min in 1x Blue Protein Loading Dye (New England Biolabs, B7703S).

### Size-exclusion chromatography

Animals were lysed as described above for co-IPs. Cell lysates were treated with 0.5 μg/μL RNase I for 1 h at 4 °C. Proteins were separated on a Superdex 200 Increase small-scale SEC column, 10/300 GL (Cytiva, 28990944) according to the manufacturer’s protocol. Western blot analysis of the fractions was done as described below.

### Western blots

Co-IP’d proteins, cell lysates, and SEC fractions were resolved on Bolt 15-well 4-12% Bis-Tris Plus Gels (Life Technologies, NW04125BOX), transferred to nitrocellulose membranes (Life Technologies, LC2001), and probed with GFP (Santa Cruz Biotechnology, sc-9996 HRP, clone B-2, 1:100 dilution), mCherry (Proteintech, clone 6G6, RRID AB_2631395, 1:200 dilution), FLAG (Pierce, PA1-984B, RRID AB_347227, 1:500 dilution), Pol II (Santa Cruz Biotechnology, sc-537117, clone 8WG16, 1:500 dilution), tubulin (Abcam, ab40742, clone DM1A, RRID AB_880625, 1:1000 dilution), and actin (Abcam, ab3280, clone ACTN05 (C4), RRID AB_303668, 1:1000 dilution) antibodies. Blots were imaged and quantified on a FluorChem E Imaging System (ProteinSimple).

### Mass spectrometry

#### Sample preparation

Wild-type control animals and strains expressing PASH-1::GFP, PASH-1[G179R]::GFP, or mCherry::DRSH-1 were washed from NGM growth medium and treated with a hypochlorite solution (2% NaClO, 666 mM NaOH) to isolate embryos, which were then plated onto high-density egg plates, grown until the gravid adult stage, and hypochlorite-treated again. The embryos were hatched in M9 buffer (22 mM KH2PO4, 42 mM Na2HPO4, 85 mM NaCl, 1 mM MgSO4) and arrested L1 stage animals were plated on standard NGM plates containing *E. coli* OP50. Gravid adult animals (200 ul packed worms per replicate, 4 biological replicates per sample) were washed from NGM plates and then 3x in M9. Animals were flash frozen in liquid nitrogen and stored at -80 °C. They were then thawed and lysed using a Bioruptor Plus (Diagenode) sonicator (10 cycles of 30 sec ON, 30 sec OFF, high efficiency) in lysis buffer (25 mM Tris HCl pH 7.5, 150 mM NaCl, 1.5 mM MgCl2, 1 mM DTT, 0.1% Triton X-100, and 1 tablet/40 ml cOmplete Mini, EDTA-free protease Inhibitor cocktail, Roche, 11836170001). Cell lysates were cleared for 10 min at 21,000 RCF at 4 °C. BCA assays (Thermo Fisher Scientific, 23225) were used to normalize the starting protein amount. 20 μL ChromoTek GFP-Trap Magnetic Agarose Beads (Proteintech, gtma-100) or ChromoTek RFP-Trap Magnetic Agarose Beads (Proteintech, rtma-20) were washed 3x in 500 μL wash buffer (25 mM Tris HCL pH 7.5, 150 mM NaCl, 1.5 mM MgCl2, and 1 mM DTT) and then incubated with cleared cell lysates overnight while rotating at 4 °C. Beads were washed 3x in wash buffer, resuspended in 50 μL 1x NuPAGE LDS Sample Buffer (Invitrogen, NP0007) and incubated at 95 °C for 10 min to elute protein.

#### Enzymatic protein digestion

Eluted proteins were separated briefly on a 10% NuPAGE Bis-Tris gel (Invitrogen, NP0301BOX), stained with Coomassie blue and cut into small gel cubes, followed by destaining in 50% ethanol/25 mM ammonium bicarbonate. The proteins were then reduced in 10 mM DTT at 56 °C and alkylated by 50 mM iodoacetamide in the dark at room temperature. Proteins were then digested by trypsin in 50 mM ammonium bicarbonate buffer overnight at 37 °C. Following peptide extraction through sequential incubation of the gel cubes in 30% and 100% acetonitrile, the sample volume was reduced in a centrifugal evaporator to remove residual acetonitrile. The resultant peptide solution was purified by solid phase extraction in C18 StageTips^76^.

#### Liquid chromatography tandem mass spectrometry

Peptides were separated in an in-house packed 30 cm analytical column (inner diameter: 75 μm; ReproSil-Pur 120 C18-AQ 1.9-μm beads, Dr. Maisch GmbH) by online reverse phase chromatography through a 105 min non-linear gradient of 1.6–32% acetonitrile with 0.1% formic acid at a nanoflow rate of 225 nl/min. The eluted peptides were sprayed directly by electrospray ionization into a Q Exactive Plus Orbitrap mass spectrometer (Thermo Scientific). Mass spectrometry measurements were conducted in data-dependent acquisition mode using a top10 method with one full scan (scan range: 300–1650 m/z; resolution: 70,000, target value: 3 × 106, maximum injection time: 20 ms) followed by 10 fragmentation scans via higher energy collision dissociation (HCD; normalized collision energy: 25%, resolution: 17,500, target value: 1 × 105, maximum injection time: 120 ms, isolation window: 1.8 m/z). Precursor ions of unassigned or +1 charge state were rejected. Additionally, precursor ions already isolated for fragmentation were dynamically excluded for 20 s.

#### Data processing and statistical analysis

Mass spectrometry raw data were processed with MaxQuant (version 2.1.3.0)^77^ using its built-in Andromeda search engine^78^. Spectral data were searched against a target-decoy database consisting of the forward and reverse sequences of the bait proteins, the UniProt *C. elegans* (release 2023_02; 28,540 entries) and *E. coli* (release 2023_01; 5,064 entries) reference proteomes, and a list of common contaminants^64^. Trypsin/P specificity was assigned. Carbamidomethylation of cysteine was set as fixed modification. Methionine oxidation and protein N-terminal acetylation were chosen as variable modifications. A maximum of 2 missed cleavages was tolerated. The “second peptides” options were switched on. The “match between runs” function was activated. The minimum peptide length was set to 7 amino acids. False discovery rate (FDR) was set to 1% at both peptide and protein levels.

The MaxLFQ algorithm^79^ was employed for label-free protein quantification without using its default normalization option. Minimum LFQ ratio count was set to one. Both the unique and razor peptides were used for quantification. Detected *E. coli* proteins, reverse hits, potential contaminants and “only identified by site” protein groups were filtered out. Data normalization was performed on the log-transformed data. Under the assumption that the majority of the detected proteins were non-specific background binders, two approaches were used: 1) For the DRSH-1 data, the distribution of protein intensities was assessed using kernel density estimation to find the peak density. The protein intensities were then normalized by adjusting the point at which peak density was found to the same value across all samples. 2) For the PASH-1 data, median-centering was performed based on the top 200 most abundant proteins detected in the control wild-type (N2) pull-downs. Proteins were further filtered to retain only those detected in at least two out of the 4 replicates in either group of each comparison. Following imputation of the missing LFQ intensity values, the statistical significance of the difference between the two groups was assessed using a modified t-statistic (t(SAM, statistical analysis of microarrays)^80^. The combined significance threshold (hyperbolic curve) was defined as t0 = 1.3–1.4 and s0 = 1.5.

### Fertility assays

Individual animals were grown from L1 or L2 stage larvae on OP50 at 20 °C or 25 °C, and their progeny were summed every day until the cessation of egg laying. Progeny counts included all larval stage animals.

### Statistics and reproducibility

For fertility assays, *p*-values were calculated using the two-tailed Mann-Whitney U test in GraphPad Prism. For qRT-PCR, bursting, and Western blot data analysis and in comparing total iso-miR and pre-miRNA read levels, two-tailed, two-sample Student’s t-tests were used to calculate *p*-values in Microsoft Excel or GraphPad Prism. Whenever more than one comparison was made, *p*-values were adjusted using the Bonferroni method. DESeq2 was used within the tinyRNA sRNA-seq data analysis workflow to perform statistical analysis using the Wald test^68,81^.

### Strain availability

All *C. elegans* strains used in this study are available from the Caenorhabditis Genetics Center (CGC) or upon request from the corresponding author.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Raw and processed high-throughput sequencing data generated in this study are available from the NCBI Gene Expression Omnibus (GEO) under accession number GSE263914. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD052084^82^. Source data are provided with this paper.

# Supplementary material for: Interdependence of Pasha and Drosha for localization and function of the Microprocessor in C. elegans
**Source:** Nat Commun. 2025 Jul 1;16:5595. doi: 10.1038/s41467-025-60721-5
**Supplement:** Supplementary file 1 — Supplementary Information

# **Interdependence of Pasha and Drosha for localization and function of the Microprocessor in *C. elegans***

Thiago L. Knittel<sup>1,#</sup>, Brooke E. Montgomery<sup>1,#</sup>, Kailee J. Reed<sup>1,2</sup>, Madeleine C. Chong<sup>1</sup>, Ida J. Isolehto<sup>3,4</sup>, Erin R. Cafferty<sup>1</sup>, Margaret J. Smith<sup>1</sup>, Reese A. Sprister<sup>1</sup>, Colin N. Magelky<sup>1</sup>, Hataichanok Scherman<sup>5</sup>, Rene F. Ketting<sup>3,6</sup>, and Taiowa A. Montgomery<sup>1,2\*</sup>

#Equal contribution

## SUPPLEMENTARY METHODS

### Strains

The *ubl-1::mCherry::pri-mir-58-sensor-mut* mutation was introduced into the CMP1 *ubl-1::mCherry::pri-mir-58-sensor* plasmid using NEB Q5 site directed mutagenesis (New England Biolabs, E0554S) with the primers GGGATGAGATTGTTTCAGTACG and TATGGTATTGGACGAAGTG. To generate *FLAG::pash-1*(*ram39*[149-266]), the corresponding *pash-1* gene fragment was PCR amplified from cDNA with primers extending the 5' end with a 3xFLAG peptide sequence and the 5' and 3' ends with pDONR entry vector compatible sequences

(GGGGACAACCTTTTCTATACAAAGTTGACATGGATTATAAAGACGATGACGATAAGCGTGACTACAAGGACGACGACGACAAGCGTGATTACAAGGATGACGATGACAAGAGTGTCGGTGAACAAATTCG and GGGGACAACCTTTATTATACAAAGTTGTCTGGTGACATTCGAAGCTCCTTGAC). The resulting fragment

was cloned into pDONR 221 P4r-P3r and then recombined into CMP1 with the *ubl-1* regulatory sequences described in main text. A stop codon within the *ubl-1* 3'UTR was utilized to terminate translation, extending the C terminus of 3xFLAG::PASH-1[149-266] protein by 22 amino acids. The resulting plasmid was

transformed into wild-type (N2) animals using Mos1-mediated single copy insertion. The SV40-NLS and EGL-13-NLS encoding sequences were inserted into *pash-1::GFP* and *mCherry::drsh-1* in the various strains described in separate injection steps using CRISPR-Cas9-mediated genome editing with purified

Cas9 protein, synthesized guide RNAs (*pash-1* SV40-NLS: UCAUAUGUUUGUUGUUUUUGU, *pash-1 egl-13-NLS*: CAGAAACCACACAAAAGUAA, *drsh-1* SV40-NLS: UUCAUUUAGAUGGUCUCAA, and *drsh-1 egl-13-NLS*: CAUGGAUGAAUUGUAUAAGU), and repair templates (*pash-1* SV40-NLS:

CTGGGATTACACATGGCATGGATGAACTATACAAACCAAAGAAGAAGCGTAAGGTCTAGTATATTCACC

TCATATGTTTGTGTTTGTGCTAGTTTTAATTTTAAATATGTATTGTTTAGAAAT, *pash-1 egl-13-NLS*:

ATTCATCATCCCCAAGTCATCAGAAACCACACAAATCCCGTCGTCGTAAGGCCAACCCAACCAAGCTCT

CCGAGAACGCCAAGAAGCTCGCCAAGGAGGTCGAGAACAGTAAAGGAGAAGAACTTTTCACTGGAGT

TGTCCC, *drsh-1* SV40-NLS:

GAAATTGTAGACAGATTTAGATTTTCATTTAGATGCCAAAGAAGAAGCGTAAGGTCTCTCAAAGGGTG

AAGAAGATAACATGGCAATTAT, and *drsh-1 egl-13-NLS*:

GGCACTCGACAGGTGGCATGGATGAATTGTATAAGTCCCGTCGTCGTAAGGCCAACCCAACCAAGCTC  
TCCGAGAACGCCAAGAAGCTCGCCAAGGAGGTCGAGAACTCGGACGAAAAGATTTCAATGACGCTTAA  
CTTCCC ) (Integrated DNA Technologies). SV40-NLS encoding sequence  
(CCAAAGAAGAAGCGTAAGGTC) was inserted after the last codon of GFP in *pash-1::GFP* strains and  
directly after the start codon in *drsh-1::mCherry* strains. EGL-13-NLS encoding sequence  
(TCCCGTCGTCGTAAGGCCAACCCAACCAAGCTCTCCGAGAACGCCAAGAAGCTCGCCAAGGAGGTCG  
AGAAC) was inserted before the first GFP codon in *pash-1::GFP* strains and after the last mCherry codon  
in *drsh-1::mCherry* strains. See Supplemental Data 3 for strain names and genotypes.

## SUPPLEMENTARY FIGURES

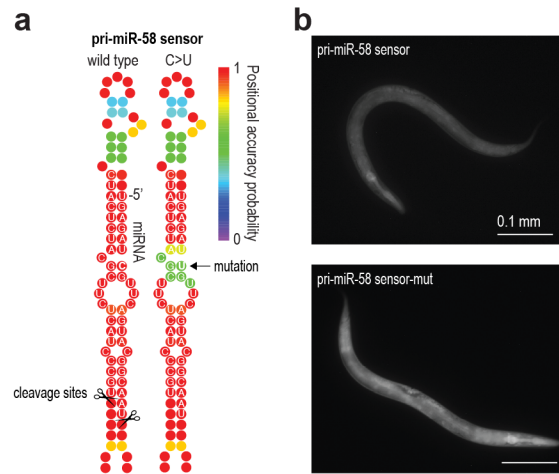

**Supplementary Fig. S1.** A mutation in the hairpin partially desilences the pri-miR-58 sensor. **a** Secondary structure predictions of wild type and C-U mutant miR-58 hairpins. Nucleotide sequence is shown for the miRNA duplex region. The 5' end of the miRNA is indicated. The cleavage sites are indicated with scissors. **b** mCherry fluorescence in animals containing the wild-type (pri-miR-58 sensor) or C-U mutant (pri-miR-58 sensor-mut) construct. Two representative L4 stage animals were imaged for each strain.

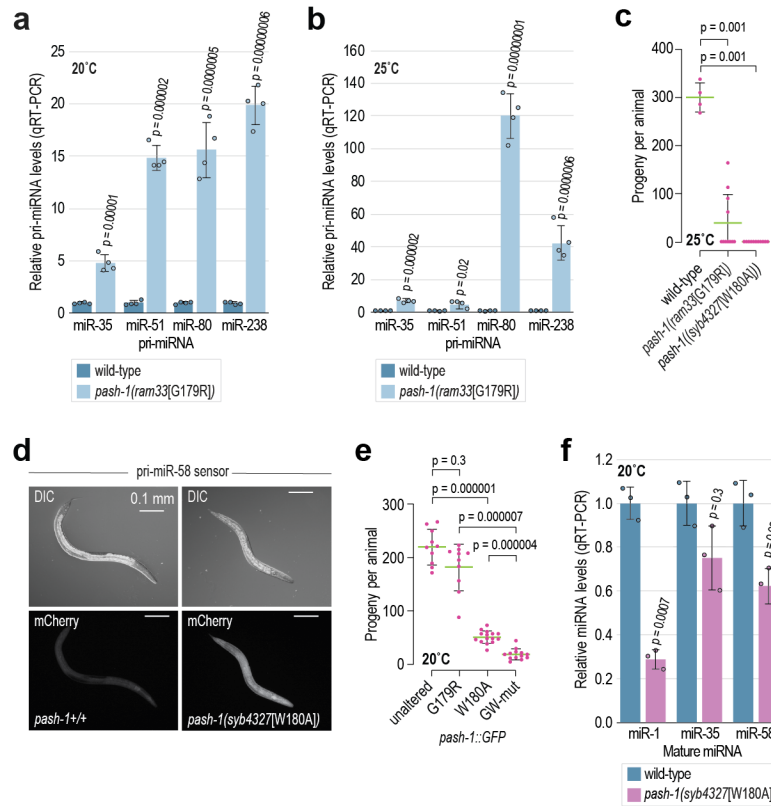

**Supplementary Fig. S2.** Impact of PASH-1 G179R and W180A mutations on miRNA processing.

**a, b** Relative levels of several pri-miRNAs in wild-type and *pash-1(ram33[G179R])* mutants grown at 20°C (**a**) or 25°C (**b**) as determined by SYBR Green qRT-PCR. Data is normalized to *rpl-32* mRNA levels. Error bars are SD.  $n = 4$  biological replicates. Two-tailed, two-sample Student's *t*-tests were used to calculate *p*-values for comparisons to wild-type. A Bonferroni correction for four comparisons was applied to each. **c** Numbers of progeny produced by wild-type, *pash-1(ram33[G179R])*, and *pash-1(syb4327[W180A])* animals grown at 25°C. Error bars are SD.  $n = 4$  (wild-type) or 11 (*pash-1(ram33[G179R])* and *pash-1(syb4327[W180A])*) animals. *p*-values were calculated using two-tailed Mann-Whitney U tests. **d** Images showing mCherry fluorescence in control (*pash-1+/+*) and *pash-1(syb4327[W180A])* animals containing the pri-miR-58 sensor construct. Three representative animals were imaged for each genotype. **e** Numbers of progeny produced by *pash-1::GFP*, *pash-1[G179R]::GFP*, *pash-1[W180A]::GFP*, and *pash-1[GW-mut]::GFP* animals grown at 20°C. Error bars are SD.  $n = 10$  (unaltered and G179R), 13 (GW-mut), or 15 (W180A) animals. *p*-values were calculated using two-tailed Mann-Whitney U tests. **f** Relative levels of miR-1, miR-35, and miR-58 in wild-type and *pash-1(syb4327[W180A])* grown at 20°C as determined by TaqMan qRT-PCR. Data is normalized to 22G-rRNA levels. Error bars are SD.  $n = 3$  biological replicates. Two-tailed, two-sample Student's *t*-tests were used to calculate *p*-values for comparisons to wild-type. A Bonferroni correction for three comparisons was applied. Source data are provided as a Source Data file.

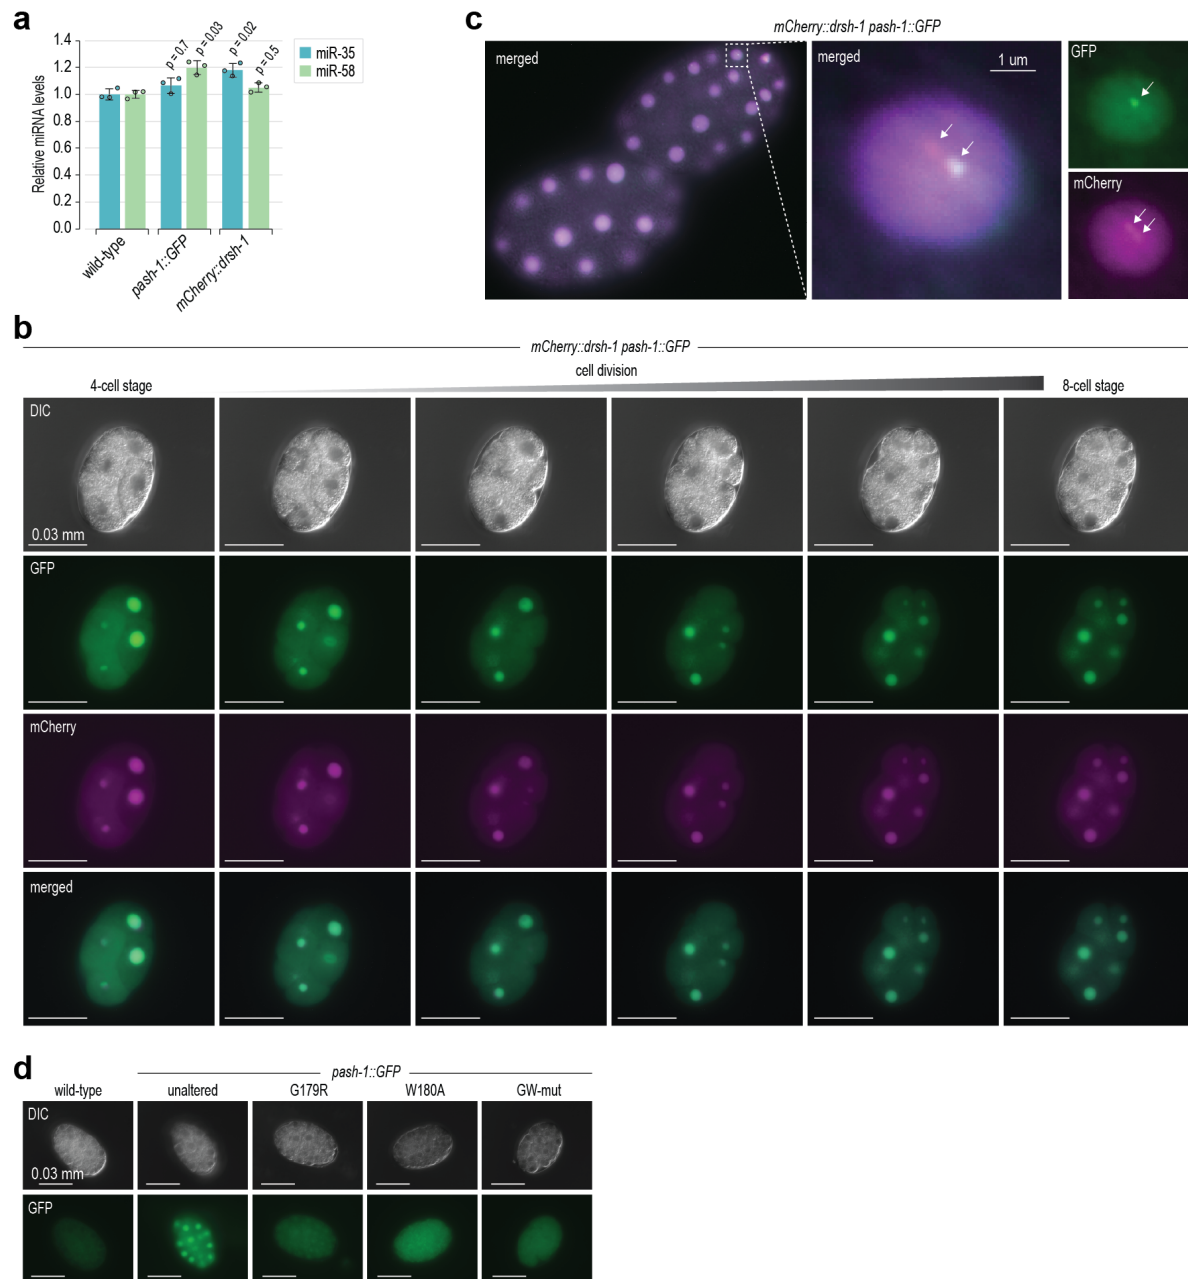

**Supplementary Fig. S3.** Subcellular localization of PASH-1 and DRSH-1. **a** Relative levels of miR-35 and miR-58 in wild-type, *pash-1::GFP*, and *mCherry::drsh-1* animals grown at 20°C as determined TaqMan qRT-PCR. Data is normalized to 21UR-1 piRNA levels. Error bars are SD.  $n = 3$  biological replicates. Two-tailed, two-sample Student's *t*-tests were used to calculate *p*-values for comparisons to wild-type. A Bonferroni correction for two comparisons was applied to each. **b** PASH-1::GFP and mCherry::DRSH-1 localization during cell divisions taking place between the 4-cell and 8-cell stage. A single embryo was imaged across the entire stage series. **c** PASH-1::GFP and mCherry::DRSH-1 nuclear localization in a single nucleus from an embryo. Arrows point to nuclear foci. Sixteen embryos were imaged for each strain. **d** GFP fluorescence in wild-type, *pash-1::GFP* (unaltered), *pash-1*[G179R]::GFP, *pash-1*[W180A]::GFP, and *pash-1*[GW-mut]::GFP embryos. Three representative embryos were imaged for each strain. Source data are provided as a Source Data file.

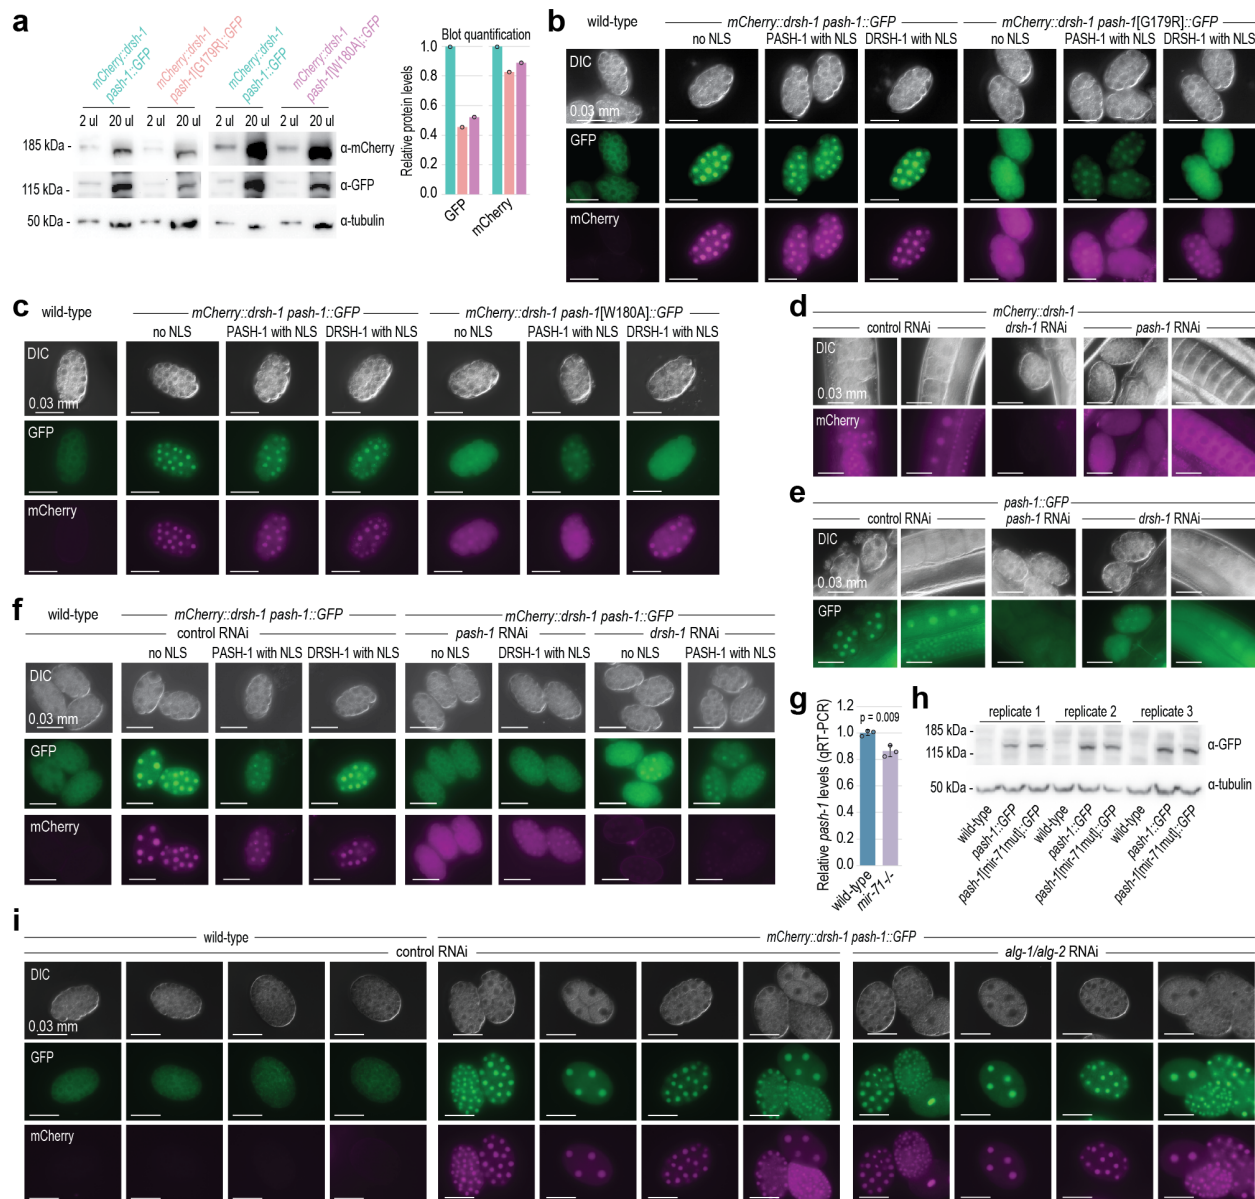

**Supplementary Fig. S5.** Interdependency of PASH-1 and DRSH-1 for proper nuclear localization. **a** mCherry::DRSH-1 and wild-type and mutant PASH-1::GFP protein levels as determined by Western blot. Tubulin is shown as a loading control. Quantification of GFP and mCherry levels are shown to the right with normalization to tubulin and relative to mCherry::drsh-1 pash-1::GFP controls. n = 1 biological replicate at 2 volumes. Green bar: mCherry::drsh-1 pash-1::GFP. Salmon bar: mCherry::drsh-1 pash-1[G179R]::GFP. Purple bar: mCherry::drsh-1 pash-1[W180A]::GFP. **b, c** GFP and mCherry fluorescence in wild-type, mCherry::drsh-1 pash-1::GFP and mCherry::drsh-1 pash-1[G179R]::GFP (**b**) or mCherry::drsh-1 pash-1[W180A]::GFP (**c**) embryos with 0 or 2 ectopic NLSs on PASH-1 or DRSH-1. At least twelve embryos were imaged for each strain. **d, e** mCherry::DRSH-1 (**d**) or PASH-1::GFP (**e**) localization in germlines and embryos of control (L4440), drsh-1, and pash-1 RNAi-treated animals. Animals were grown for 72 hours at 20°C on the indicated RNAi treatments. Embryos or germlines from at least two individuals were imaged for each condition. **f** GFP and mCherry fluorescence in wild-type and mCherry::drsh-1 pash-1::GFP embryos with DRSH-1 or PASH-1 containing two ectopic NLSs following control (L4440), pash-1, or drsh-1 RNAi. At least ten embryos were imaged for each condition. **g** Relative pash-1 mRNA levels in wild-type and mir-71-/- mutant adult animals as determined by qRT-PCR. rpl-32 mRNA levels were used for normalization. Error bars are SD. n = 3 biological replicates. A two-tailed, two-sample Student's t-test was used to calculate the p-value. **h** Levels of PASH-1 protein produced from pash-1::GFP and pash-1[mir-71mut]::GFP as determined by Western blot. n = 3 biological replicates. Tubulin is shown as a loading control. **i** PASH-1::GFP and mCherry::DRSH-1 expression in embryos following control (L4440) or alg-1/alg-2 RNAi. At least 2 embryos were imaged for each condition. Source data are provided as a Source Data file.

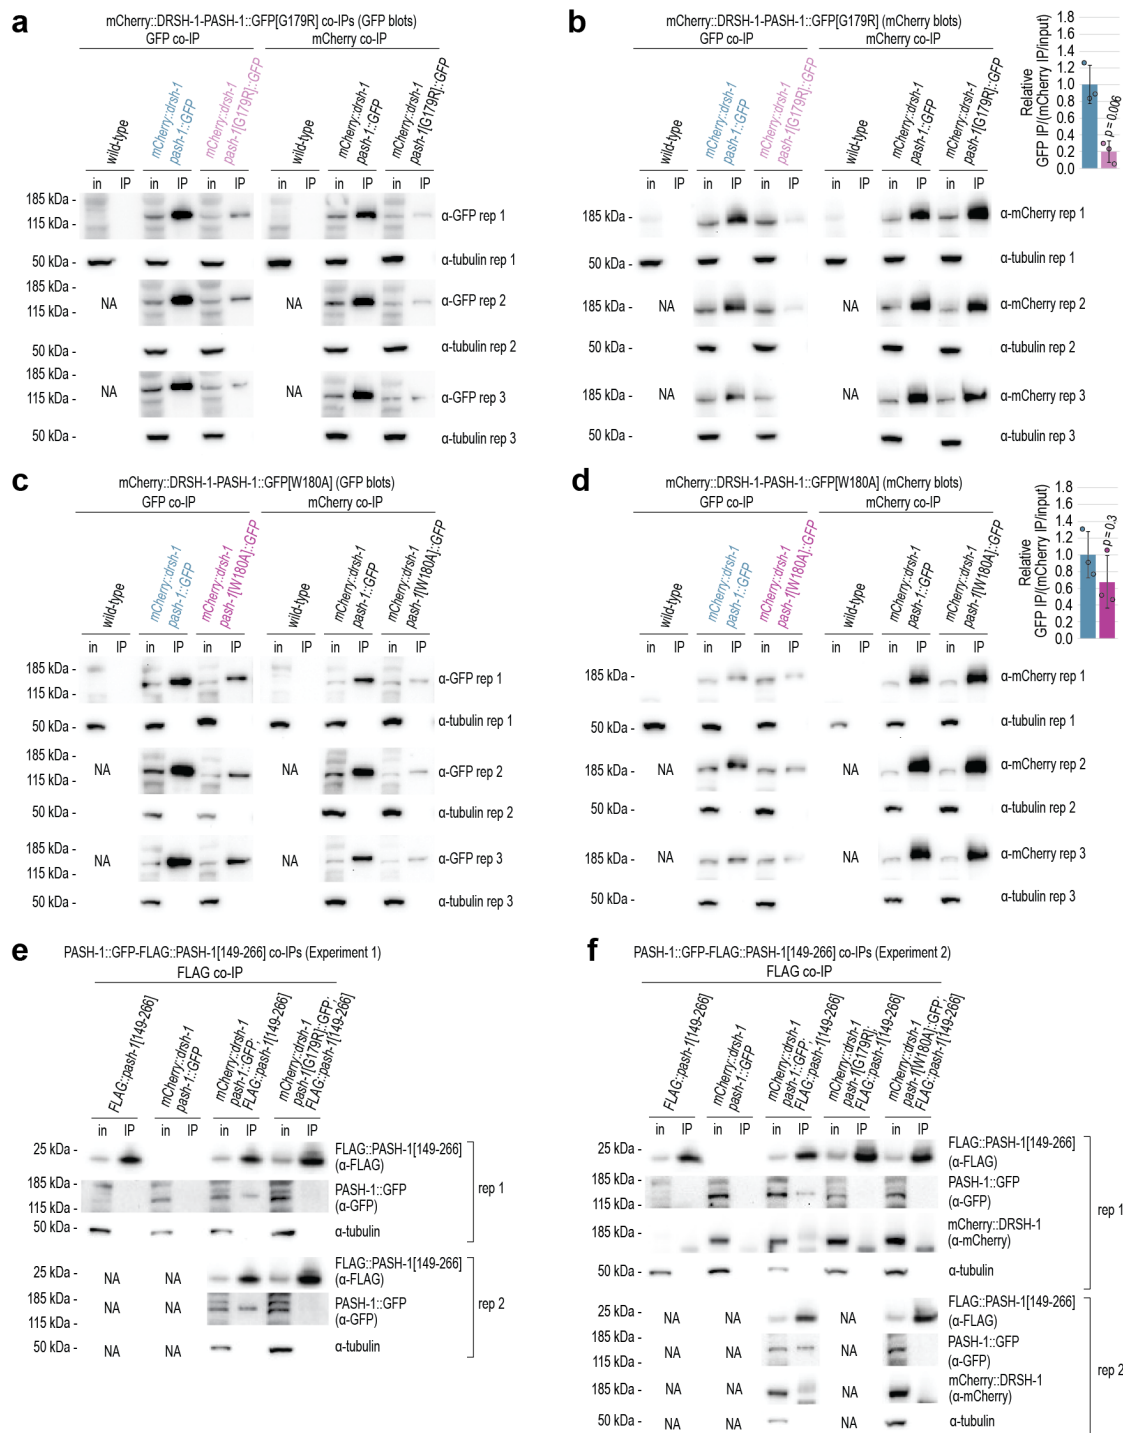

**Supplementary Fig. S6.** Microprocessor assembly in PASH-1 GW motif mutants. **a-f** Western blot analysis of DRSH-1-PASH-1 interactions. Tubulin is shown as a loading control.  $n = 1-3$  biological replicates, as indicated. in, cell lysate input fraction; IP, co-IP fraction. **a, b** Western blot analysis of PASH-1::GFP and either PASH-1[G179R]::GFP (**a**) or mCherry::DRSH-1 (**b**) co-IP'd with GFP or mCherry antibodies. Ratio of IP to input sample loaded = 9:1. The plot in (**b**) shows the mean ratio of GFP levels in IP fractions relative to mCherry levels in IP fractions normalized to mCherry levels in input fractions. Values are relative to the *mCherry::drsh-1 pash-1::GFP* control. A two-sample Student's *t*-test was used to calculate the *p*-value. **c, d** As in (**a, b**) but with PASH-1[W180A]::GFP instead of PASH-1[G179R]::GFP. **e, f** Western blot analysis of PASH-1::GFP, PASH-1[G179R]::GFP, PASH-1[W180A]::GFP, and mCherry::DRSH-1 co-IP'd with FLAG::PASH-1[149-266] in two independent experiments.  $n = 1-2$  biological replicates, as indicated. Ratio of IP to input sample loaded was 20:1 but in these blots, 2.5x protein equivalents were loaded for the G179R and W180A co-IPs to make them directly comparable to unaltered PASH-1::GFP. Proteins were co-IP'd with FLAG antibody. Source data are provided as a Source Data file.

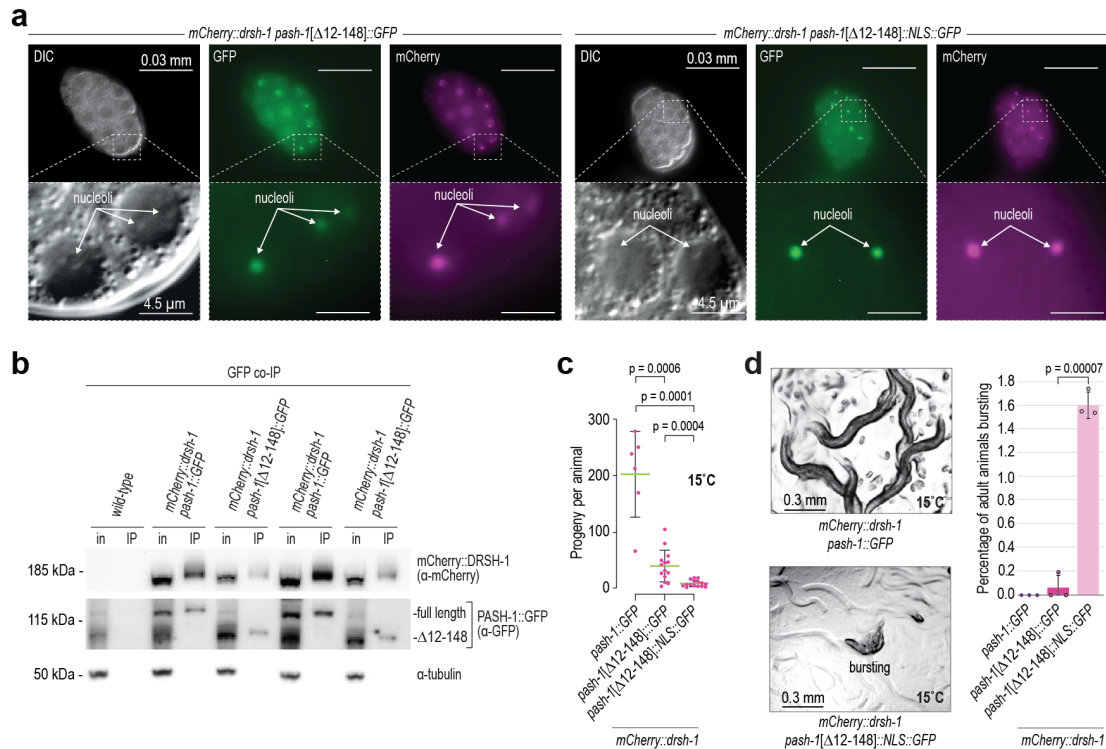

**Supplementary Fig. S7. Impact of deleting PASH-1's N terminus. a** GFP and mCherry fluorescence in *mCherry::drsh-1 pash-1[Δ12-148]:GFP* (12 embryos imaged) and *mCherry::drsh-1 pash-1[Δ12-148]:NLS::GFP* (9 embryos imaged) embryos from animals grown at 15°C. **b** Western blot analysis of PASH-1::GFP, PASH-1[Δ12-148]:GFP, and mCherry::DRSH-1 co-IP'd using GFP antibody. The ratio of IP to input sample loaded was 20:1. in, input fraction from cell lysates; IP, co-IP fraction. Tubulin is shown as a loading control. Data from two biological replicates are shown, except for wild-type, with only 1 replicate. **c** Numbers of progeny produced by *mCherry::drsh-1 pash-1::GFP* (control), *mCherry::drsh-1 pash-1[Δ12-148]:GFP*, and *mCherry::drsh-1 pash-1[Δ12-148]:NLS::GFP* animals grown at 15°C. Error bars are SD.  $n = 6$  (control), 14 (*mCherry::drsh-1 pash-1[Δ12-148]:GFP*), or 15 (*mCherry::drsh-1 pash-1[Δ12-148]:NLS::GFP*) individuals.  $p$ -values were calculated using two-tailed Mann-Whitney U tests. **d** Representative images of *mCherry::drsh-1 pash-1::GFP* (grown for 6 days) and *mCherry::drsh-1 pash-1[Δ12-148]:NLS::GFP* animals (grown for 8 days). The bar plot shows the percentage of burst animals ( $n = 146$ -628 per replicate). Bursting was assessed in gravid adults after 6 days (control, 8 individuals imaged), 7 days (*pash-1[Δ12-148]:GFP*), or 8 days (*pash-1[Δ12-148]:NLS::GFP*, 22 individuals imaged) of growth at 15°C. The  $p$ -value was calculated using a two-tailed, two-sample Student's  $t$ -test. Error bars are SD.  $n = 3$  biological replicates, each with  $\geq 146$  animals assessed. Source data are provided as a Source Data file.

How the deposited data were processed for this re-analysis (not part of the article)

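Small RNAs were sequenced from wild-type and pash-1(ram33[G179R]) adults, with 3 libraries per strain at 20 °C and 4 per strain at 25 °C. The authors made the rpm values before they deposited them: reads were trimmed and filtered with fastp, aligned to the C. elegans genome (WS279) with bowtie, assigned to features by tinyRNA's selection rules and divided by the size of the library. The authors' own test was the Wald test of DESeq2 within tinyRNA, on read counts. The deposited rpm of the 23869 listed features sum to 812424 to 907393 per library, because reads outside these features are not in the tables. These sums were lower in every mutant library than in every wild-type library. They were 862407 to 879385 in mutants and 899208 to 907393 in wild-type at 20 °C. At 25 °C they were 812424 to 861432 in mutants and 898606 to 903722 in wild-type. The class column of the 20 °C table was shifted by 1 line against its features. It was moved back, after which all 23869 classes were the same as in the 25 °C table.

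Everything after the deposited rpm was computed here, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1. Within each table, rpm was divided by median-of-ratios size factors, 0.1 was added and log2 was taken. Features with a mean of at least 1 rpm, near the paper's threshold of 20 normalized reads, were fitted with lmFit and eBayes (trend and robust options), 1 temperature at a time, and p-values were adjusted by the Benjamini-Hochberg method over all features with a threshold of 0.05. The difference between the temperatures was an interaction term over 14 libraries and 6396 features, from values scaled within each table, since the tables were normalized separately. Class totals, shares and ratios within libraries were compared by two-sided exact permutation tests. The fit was tested on simulated libraries with known changes. It recovered 179 of 189 changed features (94.7%) with 3 libraries per group and 179 of 184 (97.3%) with 4, and 4.8% and 4.3% of its calls were false. With lower sequencing depth in mutants it recovered 142 of 185 (76.8%) with 3 libraries and 178 of 190 (93.7%) with 4. The simulated changes were as often up as down, and every feature had the same spread. In the data at 25 °C, 2780 of 7070 features were lower and 2373 higher, unevenly between classes. The simulations therefore say nothing about the scaling or about smaller changes.

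Depth was estimated from the step of low rpm values. Between 85.4% and 91.4% of the low values were whole reads at that step, which is too few for a test on read counts. With a wrong step, 21.7% to 24.6% of them counted as whole, so these shares depend on the tolerance for a whole read. Replicates of a group differed by more than sampling noise, with a median chi-square per feature of 1.42 to 5.89 against 0.455 for sampling noise alone, so none was counted as a repeat of another. Hairpin positions and introns came from the WBcel235 annotation, used for positions, names of host genes and the definition of mirtrons only.

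The miRNAs named are those the paper's results name, the mirtrons and the miR-1829 family, and at each temperature the 5 largest decreases and 5 largest increases past the threshold with no overlap between mutant and wild-type libraries. The alternatives, set before the data were examined, were other pseudocounts (1 and 0.01 rpm), no filter or a mean of at least 5 rpm, rpm as deposited, scaling to the piRNA total, size factors without miRNA classes, eBayes without trend and robust options, adjustment within the class, the replicate number as a covariate, each replicate number left out, identical features counted once, and stricter or looser limits for mirtrons. A pair of alternatives, size factors from CSR-class 22G siRNAs and pre-miRNA totals without 5 hairpins, was added after seeing the data. The miRNAs of the study by Ahmed et al. are not listed in the paper's text and were not analysed here as a set.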

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

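The tests of explanations given here were chosen after the results were seen.

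In 9 of 115 groups of 4 libraries, 1 library lay far from the others by Dixon's ratio, where chance gives about 1 in 20. Mutant replicate 4 at 25 °C accounted for miR-58a-5p (58.6 rescaled rpm against 39.5 to 40.4), miR-1-5p (64.5 against 45.5 to 47.6), miR-4926 (2.22 against 1.59 to 1.67), miR-1018 (5.72 against 3.26 to 3.67) and miR-1019-3p (0.0427 against 0). The other libraries were mutant replicate 3 for miR-4812-3p (6.14 against 5.66 to 5.74), mutant replicate 2 for the CSR-class 22G total (14623 rpm against 12996 to 13054), and wild-type replicate 2 for miR-1018 (2.60 against 1.58 to 1.72) and miR-1019-5p (0.0585 against 0). The miR-1019 values correspond to about 1 read. No biological explanation was tested, because the design gives none for a single library.

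For 28 of 42 named miRNAs, the effect of the mutation differed between the temperatures at an adjusted p-value under 0.05. It was more negative at 25 °C for let-7-5p (-0.52), miR-1829b-3p (-0.54), miR-1829c-3p (-0.53), miR-1830-3p (-1.06), miR-2210-3p (-0.84), miR-238-5p (-0.96), miR-253-5p (-1.92), miR-35-3p (-0.91), miR-35-5p (-1.08), miR-42-3p (-1.74), miR-42-5p (-1.91), miR-43-3p (-1.28), miR-44-5p (-1.20), miR-51-3p (-1.85), miR-51-5p (-0.95), miR-5594-3p (-1.14), miR-58a-3p (-0.28), miR-71-3p (-0.57), miR-71-5p (-0.69), miR-80-3p (-0.31), miR-80-5p (-0.82) and miR-800-3p (-1.53). It was more positive for miR-1020-3p (0.94), miR-1829a-5p (0.58), miR-4816-3p (0.67), miR-4816-5p (0.48), miR-62 (0.77) and miR-8196a-3p (1.34). Over all 227 miRNAs, temperature labels were dealt anew within each strain, and 1 of 100 splits, the real one, gave as many miRNAs with a more negative effect at 25 °C and 2 of 100 gave as many with a more positive one. The other splits keep the difference itself in the libraries as spread, which lowers their counts. With the 4 group means removed first, 0 miRNAs passed the threshold in any of the 99 other splits, and at an unadjusted p under 0.05 the highest counts were 54 negative and 52 positive. An earlier version of this test, which dealt strain labels within each temperature, gave counts as large in other splits and was replaced after its result was seen, because splits that kept the real labels at 25 °C still held the effect.

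The scaling stays open as an explanation for part of these differences. With size factors from CSR-class 22G siRNAs, 11 of the 28 stayed past the threshold in the same direction, 10 kept the direction only and 7 changed direction, while 22 stayed past it on the rpm values as deposited. For miR-42-3p, scaling alone is argued against by its ratio to miR-44-3p within libraries, which was higher in mutants at 20 °C and changed by -0.69 at 25 °C. Growth temperature, the length of growth and the developmental defects of the mutants at 25 °C are confounded in this design and were not tested apart.

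The paper's text does not compare other classes of small RNAs in these libraries. Apart from the CSR-class 22G total at 25 °C, which changed by -16.3%, their totals were higher in every mutant library than in every wild-type library. At 20 °C the changes in deposited rpm were 82.1% for ALG-class 26G, 71.1% for ERGO-class 26G, 22.6% for piRNAs, 16.3% for CSR-class 22G and 15.4% for WAGO-class 22G siRNAs (exact permutation test, p = 0.1 each, the smallest possible). At 25 °C they were 823.7% for ALG-class 26G (253.6 ± 44.4 to 2343 ± 275.9 rpm, SD, n = 4), 94.0% for piRNAs, 24.7% for ERGO-class 26G and 20.5% for WAGO-class 22G siRNAs (exact permutation test, p = 0.029 each, the smallest possible). Totals in rpm are shares, so the lower share of miRNA reads raises the other classes. After median-of-ratios scaling the ERGO-class total at 25 °C changed by -16.9% and the WAGO-class total by -19.9%. At 20 °C that scaling changed the CSR-class total by -9.94%, the WAGO-class total by -10.7% and the piRNA total by -4.85%. The direction of these smaller changes is therefore open at both temperatures.

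The lower share of miRNA reads cannot account for the rise of the ALG-class 26G siRNAs, since it raises the other classes alike. Their median log2 fold change in deposited rpm at 25 °C was 2.14 above that of the next class. The rise was not held by a few features either, because without the 10 most abundant the mutant total was 10.6 times the wild-type total. Of 317 features tested, 316 were higher, a count that 1 of 35 splits of the 8 libraries reached, the real one. The other splits keep the difference between strains as spread. With the group means removed first they gave 0 features, and at most 48 in 1 direction at an unadjusted p under 0.05. A change in the tissues or stages the mutants contain at 25 °C may underlie the rise. It was not tested.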

How the results depend on the processing

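Of the leading results under each alternative, 329 kept their direction and threshold or stayed within their spread, 40 moved, 21 lost the threshold and 3 changed direction. Tests on read counts with edgeR and DESeq2 were planned and not run, because too few low values were whole reads. Where no cause is named, the cause was not tested.

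On the rpm values as deposited, 61 miRNAs and 19 iso-miR features were higher at 20 °C, with a miRNA median of -0.07. At 25 °C 79 miRNAs were higher, 39 iso-miR features were higher and 44 lower, the median was -0.32, and the effect was more positive than at 20 °C for 42 miRNAs. Of the miRNA calls 59.1% were lower at 20 °C and 59.7% at 25 °C, against 83.1% and 79.8% with size factors. The log2 fold change became positive for miR-58a-3p (0.42), miR-43-3p (0.18), miR-1-3p (0.09), let-7-5p (0.02) and miR-44-3p (0.34) at 25 °C. At 20 °C it became positive for miR-80-3p (0.01), miR-1-3p (0.06), let-7-5p (0.31) and miR-44-3p (0.32). The difference between temperatures for miR-44-3p was 0.01.

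With size factors from CSR-class 22G siRNAs, chosen after seeing the data, 18 iso-miR features were lower at 20 °C and the miRNA median was -0.27. At 25 °C 95 miRNAs were lower and 97 higher (49.5% of calls lower), 50 iso-miR features were higher and 36 lower, and the median was -0.03, while the effect was more negative than at 20 °C for 23 miRNAs and more positive for 92. The log2 fold changes at 25 °C were 0.71 for miR-58a-3p, 0.21 for miR-80-3p, 0.38 for miR-1-3p, 0.31 for let-7-5p, -0.07 for miR-42-3p, 0.47 for miR-43-3p and 0.63 for miR-44-3p, and at 20 °C 0.10 for let-7-5p and 0.12 for miR-44-3p. The differences between temperatures were 0.44 for miR-58a-3p, 0.41 for miR-80-3p, 0.20 for let-7-5p, 0.03 for miR-71-5p, 0.15 for miR-71-3p, 0.51 for miR-44-3p, 0.19 for miR-1829c-3p and 0.18 for miR-1829b-3p. This scaling assumes that CSR-class siRNAs did not change, and with size factors over all features 2333 of 2620 of them were lower at 25 °C. The median of all features at 25 °C was -0.04 with those size factors, 0.54 on the rpm values as deposited, -0.39 with piRNA scaling and 0.81 with CSR-class scaling.

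With each library scaled to its piRNA total, the median at 25 °C was -1.27, the effect was more positive than at 20 °C for 5 miRNAs, let-7-5p was at 0.02 and miR-44-3p at 0.03 at 20 °C, and the pre-miRNA total at 25 °C changed by -13.9%. The CSR-class total at 20 °C changed by -5.40% and the WAGO-class total by -6.09%, and at 25 °C the ERGO-class total by -35.4% and the WAGO-class total by -37.9%. Median-of-ratios scaling changed the totals by -9.94% (CSR class), -10.7% (WAGO class) and -4.85% (piRNA) at 20 °C, and by -16.9% (ERGO class) and -19.9% (WAGO class) at 25 °C.

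With eBayes without trend and robust options at 20 °C, 80 miRNAs were lower and 11 higher, 22 iso-miR features lower and 2 higher, 1 mirtron arm was higher, and miR-42-3p (0.79) and miR-43-3p (0.88) lost the threshold. Under it the effect was more positive at 25 °C for 16 miRNAs. Adjustment within the class gave 9 higher iso-miR features at 20 °C. A mean of at least 5 rpm, which tests fewer features, gave 27 higher miRNAs, 44 lower iso-miR features, 15 changed pre-miRNA features and 4 mirtron arms at 25 °C. With no filter the medians were -0.34 at 20 °C and -0.56 at 25 °C, and at 25 °C 110 iso-miR features were lower, 23 higher, and 50 pre-miRNA features changed, since more features were tested. Without mir-260, mir-2214, mir-8196.1, mir-8196.2 and mir-8199, left out after seeing the data because the other hairpins then give the paper's total in each library, the pre-miRNA total at 25 °C changed by 0.666%. This follows from the choice and tests nothing.

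Replicate numbers were shared between strains, but deviations of same-numbered libraries correlated by -0.148 to 0.102, so the numbers do not pair the libraries. With the replicate block, the totals at 25 °C were again -12.4% (iso-miR), -13.0% (miRNA) and 66.7% (pre-miRNA), with an exact sign-flip p = 0.125, the smallest that 4 pairs allow.

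With each replicate number left out in turn, 3 to 5 mirtron arms were higher at 20 °C (3 without replicate 1), the median at 20 °C was -0.51 to -0.45, and the effect was more positive at 25 °C for 14 to 23 miRNAs (14, 16 and 17 without replicates 1, 3 and 4). miR-43-3p was 0.53 to 1.09 at 20 °C and -0.52 to -0.30 at 25 °C, and let-7-5p -0.14 to 0.07 at 20 °C. The totals at 25 °C changed by -14.1% to -10.9% (iso-miR), -14.5% to -12.1% (miRNA) and 66.5% to 66.9% (pre-miRNA), where 3 libraries against 3 cannot give a p under 0.1. At 20 °C the CSR-class total in deposited rpm changed by 9.9% to 22.3% and the WAGO-class total by 8.9% to 19.8%.

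Over all the alternatives, among results other than the leading ones, 102 lost the threshold, 10 gained it, 6 moved and 36 changed direction, all 36 named above.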

Differences from the paper's values

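The paper's Source Data for Fig. 3c count 13 upregulated mirtrons at 25 °C, and 7 mirtron arms were upregulated here. The set used here came from annotated introns of protein-coding genes, so mirtrons in other introns would be missed. The stricter and looser limits for mirtrons gave the same 8 hairpins and could not close the gap. None of the other alternatives set before the data were examined closed it either.

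The total pre-miRNA rpm at 20 °C was 546.8 in wild-type and 792.7 in mutants, against the paper's 337.2 and 375.2 (paper's SD 19.9 and 12.3). At 25 °C the total pre-miRNA rpm was 967.5 and 1613, against the paper's 459.4 and 462.5 (paper's SD 16.1 and 15.1). None of the alternatives set before the data were examined closed these gaps. Without mir-260, mir-2214, mir-8196.1, mir-8196.2 and mir-8199, a set chosen after seeing the values because it gives the paper's total in each library to within 0.179 rpm, the totals were 337.2 and 375.3 rpm at 20 °C and 459.4 and 462.5 rpm at 25 °C.

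The paper states that the total of pre-miRNA reads did not rise at 25 °C, and over all 261 hairpins it changed by 66.7% in deposited rpm. That change was 10.8% with median-of-ratios scaling and -13.9% with piRNA scaling. The paper's total may cover another set of hairpins. Without the 5 hairpins named above, chosen to give its totals, the change was 0.666%. The paper describes the differences in pre-miRNA reads as minor. Here 13 of 34 features differed at 20 °C (8 lower and 5 higher) and 26 of 35 at 25 °C (21 lower and 5 higher).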

Other observations

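Of the tests given here, those on hairpin arms were set before their results were seen, and the others after.

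At 20 °C, 1 of the 10 splits of the 6 libraries, the real one, gave as many lower or higher miRNAs, lower or higher iso-miR features, changed pre-miRNA features, mirtron arms or miR-1829 family arms. With 3 libraries against 3 the share of splits is never under 0.1. At 25 °C, 1 of the 35 splits of the 8 libraries, again the real one, gave as many for each of these results. The other splits keep the difference between strains in the libraries as spread, which lowers their counts, so these shares say little by themselves. With the group means removed first, 0 features of these classes passed the threshold in the 9 other splits at 20 °C and the 34 at 25 °C. At an unadjusted p under 0.05 the highest counts of miRNAs in 1 direction were 39 and 69.

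In hairpins with both arms tested, the less abundant arm fell further than the other in 53 of 79 hairpins at 20 °C and 58 of 81 at 25 °C. The median log2 ratio of minor to major arm changed by -0.23 at 20 °C (exact permutation test, p = 0.1, the smallest possible) and by -0.58 at 25 °C (exact permutation test, p = 0.029, the smallest possible). This ratio is taken within libraries and does not depend on their scaling. Lower abundance as such is argued against, because minor arms also changed by -0.60 at 25 °C relative to major arms of other hairpins matched on wild-type abundance. A candidate explanation, given as a hypothesis, is that major arms made earlier are stable and outlast the drop in processing, while minor arms follow the current rate. It was not tested, since the ratio is the pattern itself and no measurement of stability was at hand.

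The higher pre-miRNA total at 25 °C may come from a few hairpins. Without the 5 hairpins with most pre-miRNA reads in wild-type at 20 °C, the mutant total was 1.03 times the wild-type total (exact permutation test, p = 0.143). At 20 °C the ratio without them was 1.42 (exact permutation test, p = 0.1), so there these 5 hairpins are not enough. Without the 10 most abundant the ratios were 0.999 at 20 °C and 0.862 at 25 °C. For mir-8196.2, cleavage that turns mature reads into other hairpin reads is argued against. Its arm miR-8196b-3p was upregulated as well (log2 fold change 0.90 at 20 °C and 2.02 at 25 °C). miR-8196a-3p, from mir-8196.1, rose too, but it is too scarce to decide the question for that hairpin. In wild-type at 25 °C it had 0.28 rpm, against 377.3 rpm of pre-miRNA reads.

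Less precise cleavage would raise the share of iso-miR reads. At 20 °C the share was lower in every mutant library than in every wild-type library (means 0.540% and 0.556%, exact permutation test, p = 0.1, the smallest possible), which goes against it. The mutant share at 25 °C was 0.569% against 0.565% in wild-type (exact permutation test, p = 0.4). The iso-miR lay above its miRNA in log2 fold change for 66 of 108 miRNAs at 20 °C and 68 of 105 at 25 °C, which goes the other way. Among iso-miRs of at least 5 rpm the counts were nearer to an even split. They were 34 of 59 at 20 °C (median difference 0.03) and 36 of 60 at 25 °C (median difference 0.04). A small loss of precision stays open. The iso-miRs of miR-8196a-3p, miR-1020-3p, miR-4816-3p and miR-48-5p were higher at both temperatures, and the first 3 come from hairpins whose mature arms rose as well at 25 °C.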
